# Transcriptome Profiling of the Murine Testis during the First Wave of Spermatogenesis

**DOI:** 10.1371/journal.pone.0061558

**Published:** 2013-04-17

**Authors:** Asta Laiho, Noora Kotaja, Attila Gyenesei, Anu Sironen

## Abstract

Correct gene expression patterns form the basis for male germ cell differentiation and male fertility. Although previous studies have elucidated the importance of testis specific gene expression, the exact transcripts and comprehensive gene expression patterns remain unknown. Large scale sequencing techniques have enabled cost effective analysis of gene expression and isoform studies. Using the SOLiD 4 next-generation sequencing platform we have investigated the gene expression patterns at five different time points during the first wave on murine spermatogenesis. Our results highlight the upregulation of spermatogenesis related biological processes and associated cellular components. Elucidation of differential gene expression at important time points during the sperm development emphasizes the importance of correct timing of gene expression within biological processes. Differential gene level expression was analyzed with R/Bioconductor’s Limma package and isoform analysis was conducted with the Cufflinks pipeline. At gene level total of 2494 differentially expressed genes were identified and Cufflinks characterized over 160 000 gene isoforms, of which 29% were novel transcripts assigned to known genes. Isoforms were detected for 57% of expressed genes and in a total over 26 000 genes were expressed in the testis. Differential promoter and transcription start site usage appears also to play a role in regulation of gene expression during spermatogenesis. Furthermore, we identified 947 upregulated long non-coding RNAs during the first wave of spermatogenesis. These RNAs appeared to be highly specific to different time points. Transcriptomic analysis of testis tissue samples is highly informative due to the large number of expressed genes and identified isoforms. Our study provides a very valuable basis for investigation of gene isoforms and regulation and factors contributing to male fertility.

## Introduction

Spermatogenesis is a complex process, where spermatogonia develop into highly differentiated spermatozoa through several strictly controlled steps. Mouse spermatogenesis begins by mitotic proliferation of type A, Intermediate and type B spermatogonia. Type B spermatogonia then divide to form early spermatocytes, which marks the beginning of the meiotic phase of spermatogenesis. After the long-lasting prophase of the first meiotic division, the remainder of the cell division process is completed rapidly and two subsequent divisions produce haploid round spermatids. In the last differentiation phase (spermiogenesis), spermatids undergo dramatic cell transformation that includes chromatin condensation and nuclear shaping, removal of excess cytoplasm, and the acrosome and sperm tail formation. Finally, mature spermatozoa are released into the lumen of seminiferous epithelium and transported to the epididymis for further maturation. Development of spermatogonia to haploid spermatids takes approximately 35 days in mice [1], of which the spermiogenic phase lasts about 2–3 weeks [2].

The first wave of spermatogenesis in mouse is initiated only a few days after birth and proceeds in a synchronized manner. Key time points for appearance of particular germ cell types are well defined during this first cycle of spermatogenesis. Seven-day-old mouse testes contain only Sertoli cells (SCs) and spermatogonia in the seminiferous tubules. At postnatal day (PND) 9 early spermatocytes appear, at PND 14 the pachytene stage of the first meiotic prophase is initiated, and at PND 18 late pachytene and diplotene spermatocytes are also present. As a result of meiotic divisions, round spermatids appear around PND 20 and at PND 30 spermatids have already reached the elongation phase and sperm tail accessory structures are being constructed [3]. Due to the synchronized progression of the first wave of spermatogenesis, it provides an excellent model system to study gene expression during sperm development.

Gene expression during spermatogenesis is highly orchestrated and strictly regulated at transcriptional and posttranscriptional level. In order to complete the very complex development of spermatozoa, several specific transcriptional regulators are needed. Transcription is regulated both by epigenetic chromatin modifications and trans-acting factors that bind to the specific DNA sequences in the promoter regions [4]–[6]. In late elongating spermatids transcription is largely silenced as a consequence of the chromatin condensation by histone-protamine transition. Most of the RNAs found in male germ cells during this phase are produced earlier and are translationally regulated in specific ribonucleoprotein particles [2].

Previous studies of large scale gene expression in spermatogenesis have been conducted with microarray experiments. Several studies have been dedicated to the identification of gene expression differences in normal versus fertility defected patients (reviewed in [7]). In addition, serial analysis of gene expression (SAGE) and microarray profiling of rodent testis samples and enriched cell populations have identified a large number of genes important for spermatogenesis [8]–[15]. The most comprehensive map of the mammalian testicular expression program at a cell-type specific level identified 7066 genes, which were classified into somatic (1,684), mitotic (2,581), meiotic (1,809), and postmeiotic (1,435) expression clusters, however this classification does not necessarily reflect cell-type specific expression [16].

Although these and single gene expression studies have been able to elucidate the stage specificity and complexity of testicular transcription machinery [10], the overall picture of the gene expression patterns and transcript variety during spermatogenesis is still largely unknown. Over 50% of all known mouse genes have been shown to be expressed during testicular development and over 47% of the expressed transcripts are uncharacterized [17]. In addition, it has been evaluated that ∼30% of the murine genome is differentially expressed during testis development. Major periods of expressional change occur during the first few days after birth (PND 0–6), at the beginning of meiosis (PND 12–14), and along with the appearance of haploid gametes (around PND 20) [14]. Microarray experiments are limited to known transcripts and the analysis is hindered by cross-hybridization and high signal to noise ratio. Next-generation sequencing (NGS) has enabled the extensive investigation of gene expression without any prior knowledge of transcript content in the sample. NGS can also identify and quantify rare transcripts and provides information regarding alternative splicing and sequence variation in identified genes.

In this study, we have analyzed the gene expression differences during the first wave of murine spermatogenesis. Total testis tissue samples at critical time points during germ cell differentiation were collected at PND 7, 14, 17, 21 and 28. Since proper development of male germ cells requires correct function of testicular somatic cells and differences in gene expression may be affected by cell-cell interactions, the whole testis is a desirable sample type for investigation of gene expression during spermatogenesis. Replicate samples were sequenced with the SOLiD 4 platform and analyzed for detection of differential gene expression and splicing variants. In addition, functional annotation of identified gene expression differences highlighted biological processes important for correct sperm development.

## Materials and Methods

### Ethics Statement

All mice were handled in accordance with the institutional animal care policies of the University of Turku. Mice were maintained in a specific pathogen-free stage at the Central Animal Laboratory of the University of Turku and sacrificed by CO_2_ inhalation. The studies were approved by the Laboratory Animal Care and Use Committee of the University of Turku.

### Animals and Sample Preparation

Whole testes from two C57BL/6NHsd mice (Mus musculus) of each time point were collected and snap frozen in liquid nitrogen and stored at −80°C prior to RNA extraction. The presence of specific cell types in the testis samples was confirmed with squash preparations of the pieces of the seminiferous tubules followed by phase contrast microscopy. A fraction of the testes was dissected and short tubule segments were cut in PBS [18]. Tubule segments were transferred with a pipette on microscope slides in 15 µl of PBS. A coverslip was placed carefully onto the tubule segment, and the excess fluid was removed by blotting, which allowed the cells to float out from the tubule.

### RNA Extraction and Library Preparation

Total RNA was extracted using RNeasy Midi kit (Qiagen) following the manufacturer’s instructions. The quality and concentrations of the RNA was checked with Agilent's 2100 Bioanalyzer (Agilent) and Nanodrop ND-2000 spectrophotometer (Thermo Scientific). Ribosomal RNA was removed with RibominusTM Eukaryote Kit for RNA-Seq (Invitrogen) and ribosomal RNA-depleted total RNA was fragmented using RNaseIII, to convert the whole transcriptome sample to RNA of a size appropriate for SOLiD™ System sequencing. After cleanup using the PurelinkTM RNA Micro kit, fragmented RNA samples with sufficient yield and an appropriate size distribution were ready for preparation of amplified cDNA libraries. Quality of the fragmentation was checked with Bioanalyzer. The fragmented RNA sample was hybridized and ligated with the Adaptor Mix. RNA population with ligated adaptors was reverse transcribed to generate single-stranded cDNA copies of the fragmented RNA molecules. After a cleanup step using the MinElute® PCR Purification Kit, the sample was subjected to denaturing gel electrophoresis, and gel slices containing cDNA in the desired size range were excised. The size-selected cDNA was amplified using 15 cycles of PCR that takes place in the gel slices. This step appends required terminal sequences to each molecule and generates sufficient template for SOLiD sequencing. After the PCR, the amplified cDNA was cleaned up using PureLinkTM PCR purification kit. Libraries were quantitated with two different methods; Qubit fluorometer (Invitrogen) and quantitative PCR to warrant the accuracy. SOLiD Library TaqMan Quantitation Kit was used for determining the molar concentration of amplified template in a SOLiD library. In qPCR, the standard and unknown library template are amplified using two sequence-specific primers with a TaqMan fluorogenic probe labeled with FAM™ dye and a dye quencher. The uniformity of fragment size of libraries was confirmed with Bioanalyzer. Templated bead preparation was performed by emulsion PCR (ePCR). SOLiD™ EZ Bead™ instrumentation was used for templated bead preparation.

### Transcriptomic Data Analysis

The colorspace reads obtained from the SOLiD sequencer were aligned against the mouse reference genome (mm9 assembly) using the standard whole transcriptome pipeline and the colorspace alignment tool provided by Applied Biosystems and distributed with the instrument (LifeScope v2.1). Reads associated with ribosomal RNA, transfer RNA, repeats and other uninformative reads were filtered out during the process as well as reads with more than 10 potential alignments.

After alignment to the reference genome, the unique reads were associated with known genes based on Ensembl annotations, and the number of reads aligned within each gene was counted. The counts are reported as RPKM (Reads Per Kilobase of exon model per Million mapped reads) values, which are used for normalizing the count values by taking the gene lengths into account. The values produced are also independent of the total number of the reads in each sample and thus make the data comparable across the sample set.

Quality control for the data was performed using R/Bioconductor and R-package Limma was used for performing the statistical testing between the groups. Limma was tested with various data normalization and transformation methods, but the choice of preprocessing methods did not have a significant effect in the ranking of the result genes. The sample groups were compared in chronological order. P-value of at least 0.01 and an absolute fold-change of at least two was required for a gene to be called significantly differentially expressed between the groups. It was also required that the samples had at least 10 unit difference between the group mean expression values. TopGO and GOstats R/Bioconductor packages were used for functional enrichment analysis of the differentially expressed filtered gene lists towards KEGG pathways and Gene Ontology categories. Heat maps comparing the enrichment results across comparisons were produced with GENE-E tool (http://www.broadinstitute.org/cancer/software/GENE-E/) using pearson’s correlation metrics and average linkage distance metrics.

Gene variant detection and differential transcript expression analysis were carried out using the Cufflinks pipeline [19]. The LifeScope mapping results were used as an input also for the Cufflinks analysis. In the Cufflinks analysis the counts are reported as FPKM (Fragments Per Kilobase of exon model per Million mapped reads) values. GO enrichment analyses for Cufflinks results were carried out using GOrilla [20], [21].

## Results

### Data Evaluation

The samples were sequenced with the SOLiD 4 instrument at 50 bp read length. In total 10 samples were used for the study. Samples were collected at different time points during the first wave of mouse spermatogenesis. Each time point corresponds to specific cell content in the testis. First time point was at PND 7, when only somatic cells and spermatogonia are present in the testis. Thereafter additional cell types are present in selected samples in chronological order: PND 14 contains early spermatocytes, PND 17 late spermatocytes, PND 21 round spermatids and finally PND 28 elongating spermatids. The assumed cell content in each sample was also confirmed by phase contrast microscopy of squash preparations (Figure S1A). The analysis of squash preparations confirmed the expected and similar cell content in each sample group. In addition, the testicular weights within the groups were highly comparable (Figure S1B). Each time point was analyzed in two biological replicates and PND 7 samples were divided to two barcodes for technical reasons (Table 1).

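Whole testes of C57BL/6NHsd mice, an inbred laboratory strain, were taken at 5 ages, with 2 mice at each of postnatal day (PND) 7, 14, 17, 21 and 28. RNA depleted of ribosomal RNA was sequenced on the SOLiD 4, a platform that reads short fragments in color space by ligating labelled probes. The authors aligned the reads to mm9 with LifeScope v2.1, dropped reads of ribosomal RNA, transfer RNA and repeats and those with more than 10 possible alignments, and counted the unique reads on the exons of each Ensembl gene. They deposited 12 libraries, each with the raw count and the RPKM of 37675 genes, because each PND 7 mouse was split over 2 barcodes. The barcodes of a PND 7 mouse are parts of 1 RNA sample, so their counts were summed and their RPKM values averaged here, which leaves 10 mice. Across genes, log2(RPKM + 1) correlated between the barcodes of the same mouse with r = 0.983 and r = 0.985. The total count was 9656345 and 7037654 in the PND 7 mice (median 8347000), 7795744 and 7169408 at PND 14 (median 7482576), 13559548 and 3994026 at PND 17 (median 8776787), 4018007 and 6280587 at PND 21 (median 5149297) and 8830079 and 5150882 at PND 28 (median 6990480). These totals count reads on genes, which is less than the number of sequenced reads in Table 1. The denominator of the RPKM values, recovered from each gene's count and length, was 9476625 reads for PND 7 mouse 1, beside the 9476631 reads that the paper's Table 1 gives as counted on exons. From the counts, differentially expressed (DE) genes were called with edgeR's quasi-likelihood test after TMM normalization, with all 10 mice in a common fit that estimates the spread from every age. The test covered the 16860 genes that passed edgeR's filterByExpr, and a gene was called DE at a Benjamini-Hochberg adjusted p under 0.05 and a fold change of at least 2. A separate set of DE genes followed the criteria in the paper's methods, with limma on log2(RPKM + 1). These were a p of at most 0.01 and a fold change of at least 2 on that scale. A difference of at least 10 RPKM between the group means was also required. The paper does not state whether its p was adjusted or the scale of its fold change, and the p used here is unadjusted. With 2 mice against 2, an exact permutation test of a single gene cannot reach 0.05, so all calls rest on the spread that these models share across genes. A count of 0 in a mouse allows up to 3 counts, which is between 0.209 and 0.726 CPM (the count scaled by the library's normalized total) depending on the mouse, and this floor covers counting error only. Where both mice of a group had 0 counts, the floor was 3 counts over both together. This group floor is 0.172 CPM at PND 7, 0.162 at PND 17 and 0.303 at PND 21. The paper's text does not name whether the counting used strand, so the counts of genes that overlap another gene are uncertain.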

**Table 1:** SOLiD 4 read counts and mapping statistics for individual samples.

Sample	Total reads	Mapped reads	Mapping rate	Total reads passing filters	Counted onexons	Counted on introns	Counted on intergenic regions
PND_7_s1	45,706,071	21,230,399	47%	14,518,593	9,476,631	4,001,849	1,040,113
PND_7_s2	46,592,933	16,249,678	35%	10,811,100	6,911,439	3,074,225	825,436
PND_14_s1	33,787,664	16,249,484	48%	11,373,935	7,657,560	2,599,696	1,116,679
PND_14_s2	26,776,971	13,525,537	50%	8,652,432	6,946,490	1,037,577	668,365
PND_17_s1	54,374,927	25,471,965	46%	15,825,273	13,133,830	1,490,487	1,200,956
PND_17_s2	16,733,599	7,235,322	43%	4,611,709	3,890,612	404,87	316,227
PND_21_s1	26,409,512	8,475,148	32%	5,700,864	3,961,522	1,006,336	733,006
PND_21_s2	23,544,136	11,445,588	49%	7,403,489	6,150,493	635,138	617,858
PND_28_s1	29,895,585	15,482,573	52%	10,513,142	8,709,227	814,463	989,452
PND_28_s2	23,640,573	9,106,849	39%	6,141,624	5,064,489	467,358	609,777

Total number of reads varied from 18 to 54 million, the mapping rate of filtered reads being 32–52% (Table 1). Most of the reads were mapped on exons (50%), although a high number of reads was also mapped on introns or intergenic regions (Table 1). Some differences in read counts were observed between biological replicates, especially between PND_17_s1 and s2. 

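In the deposited counts, PND 17 mouse 1 held 3.39 times the counts of PND 17 mouse 2. At the other ages the deeper mouse held between 1.09 (PND 14) and 1.71 (PND 28) times the counts of the shallower mouse. The deeper PND 17 library had a count on 21943 genes and the shallower one on 18986. When the counts of the deeper library were thinned at random to the total of the shallower one, 19407 of its genes still had a count, so most of this difference in detected genes went with depth. At PND 7 the 2 mice had a count on 19521 and 16616 genes, and thinning the deeper library left 19074.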

The starting material (amount of total RNA) was identical in these samples, thus the differences arise possibly from the sample preparation and Solid run. However, the difference in total read counts do not significantly affect the expression analysis, since the RPKM and FPKM values are corrected with the total read count for each sample. 

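The division by the library total leaves differences in the composition of the libraries in place. Mitochondrial ribosomal RNA took 36.1% and 35.4% of the counts in the PND 7 mice and 14.9% and 15.3% in the PND 28 mice, and it differed between the PND 21 mice, with 17.0% and 27.1%. The 10 most counted genes held between 17.7% and 39.9% of the counts of a mouse. TMM, which compares each library with a reference over genes of moderate change, gave normalization factors between 0.832 and 1.168. Scaling by library totals alone in place of TMM shifted the median log2 fold change of all tested genes by -0.22 in PND 21/28 and by at most 0.1 either way in the other 3 comparisons. Changes are therefore given relative to the TMM scale.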

Visualization with the IGV confirmed the even distribution of reads throughout the genome and at exonic regions (data not shown).

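Of the 37675 genes listed for each library, 26788 had a count in at least 1 of the 12 libraries. A stricter rule moved this number most, since 13499 genes had a count in every library, and 18187 genes had at least 10 counts in at least 1 library. A symbol can stand for several loci, with 3729 genes that share their symbol with another gene, and reads of such near-identical copies cannot be told apart by unique alignment.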

For gene expression analysis, only those features were used, which had non-zero count values among the sample set (n = 26 789 genes). The results for total and mapped reads, mapping rate, total reads passing filters, counted exons, introns and intergenic regions are presented in Table 1.

### Sample Correlations

Pearson’s metrics was used to measure the similarity between samples. Correlations between replicate samples varied between 0.97 and 0.99 depicting very high reproducibility. 

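Across the genes with a count in any library, log2(RPKM + 1) of the 2 mice of an age correlated with Pearson's r = 0.951 at PND 7, 0.963 at PND 14, 0.979 at PND 17, 0.965 at PND 21 and 0.98 at PND 28. Genes are not independent replicates, so no p is given for these values. Rank correlation moved them most, to between 0.898 and 0.938, and without the log transformation r lay between 0.969 and 0.991.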

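Hierarchical clustering of the 12 libraries on Euclidean distances of log2(RPKM + 1) with complete linkage gave the libraries of PND 7, 21 and 28 a cluster of their own, which is 3 of the 5 ages. The libraries of PND 14 and 17 shared a cluster in which the ages were mixed. PND 14 mouse 2 and PND 17 mouse 1 were each other's nearest library at a distance of 60.1, PND 17 mouse 2 lay nearest to PND 14 mouse 2 at 63.1, and PND 14 mouse 1 lay nearest to PND 17 mouse 2 at 87.8. For comparison, the PND 28 libraries were 66.9 apart and the PND 21 libraries 85.7, while the 2 barcodes of a PND 7 mouse were 55.0 and 53.8 apart. The same 3 ages formed their own clusters with average linkage, with 1 minus Pearson's r as the distance, with a pseudocount of 0.1, and without small structural RNAs and mitochondrial genes. In the last of these settings PND 14 mouse 1 lay nearest to PND 14 mouse 2, at 76.1, whereas PND 14 mouse 2 still lay nearest to a PND 17 library.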

The samples clustered according to the sample groups. PND 14 and 17 sample groups were highly similar to each other. 

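The mean r between a PND 14 and a PND 17 mouse was 0.971, with a range over the 4 mouse pairs from 0.955 to 0.983. This range covers the correlation between the mice of the same age in both groups, so the separation of these ages is within the spread between replicates. No other pair of ages had a mean above the 0.93 of PND 17 and 21. From this similarity and the clustering in Figure 1A, the paper states that PND 14 and 17 are close in gene expression.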

Sample groups PND28 and PND7 were more distant to other groups. 

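The lowest mean correlation was the 0.651 between PND 7 and 28. PND 7 mice correlated with those of PND 14, 17 and 21 at a mean r of 0.895, 0.876 and 0.777. PND 28 mice correlated with those of PND 14, 17 and 21 at 0.821, 0.827 and 0.926.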

Figure 1A shows the hierarchical clustering of the individual samples.

**Figure 1:**
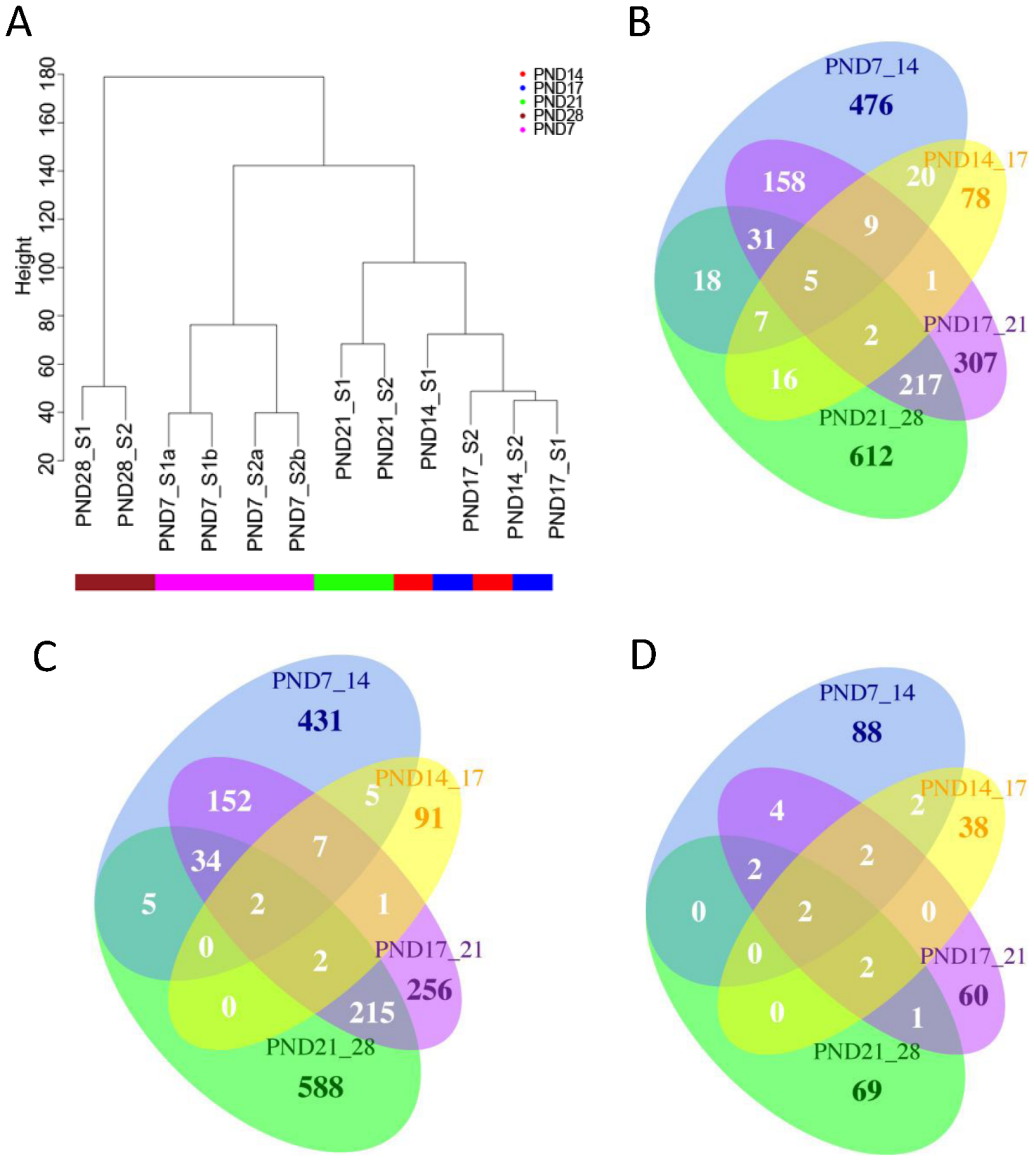
Clustering of sample groups and overlapping DE genes. A. Hierarchical clustering for the normalized data. Biological replicate samples cluster closely together. Sample groups PND28 and PND7 are more distant to other groups and PND14 and PND17 are similar to each other based on the gene expression differences. B. Total number of overlapping DE genes between comparisons. C. Agreeing and overlapping upregulated genes between comparisons. D. Agreeing and overlapping downregulated genes between comparisons.

### Comparisons of the Sample Groups

The sample groups were compared in chronological order using the R-package Limma. Comparison of PND 14 and PND 17 samples had the lowest amount of differentially expressed (DE) genes (Table 2) consistent with the results obtained with hierarchical clustering (Figure 1A). 

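In the counts, edgeR called no gene DE between PND 14 and 17, and 769 of the tested genes had an unadjusted p under 0.05, which is below the number that chance alone would give. It stayed below with only the 4 mice of the comparison (619 of 14624 genes). It was above that share without the filter on low counts (1505 of 26788) and with the PND 7 barcodes as separate samples (951 of 16677). This number therefore does not show that no gene differs. PND 7/14 had 3191 DE genes, PND 17/21 had 1743 and PND 21/28 had 1292. At an unadjusted p under 0.05 these 3 comparisons had 6253, 4758 and 4021 genes. The paper's own criteria gave 978 DE genes in PND 7/14, 4 in PND 14/17, 772 in PND 17/21 and 845 in PND 21/28. The alternative that moved the PND 14/17 count most was dropping the filter on low counts, with 357 DE genes, of which 148 were higher at PND 17. By the 2 size criteria alone, a fold change of 2 and 10 RPKM between the means, 76 genes differed between PND 14 and 17. This number was 31 without PND 14 mouse 1 and 461 without PND 14 mouse 2, and it was 57 without PND 17 mouse 1 and 216 without PND 17 mouse 2, so it rests on which mouse of either age is used. The 4 genes under the paper's criteria, named after their values were seen, were *U1*, *Aqp8*, *Mir19a* and *Slc9a10*. *Aqp8* (ENSMUSG00000030762, mm9 chromosome 7, 130605808 to 130611517, protein coding) had 3.64 and 6.66 RPKM at PND 14 and 11.5 and 19.4 RPKM at PND 17. *Slc9a10* (ENSMUSG00000033210, chromosome 16, 45535422 to 45607114, protein coding) had 3.83 and 7.42 RPKM at PND 14 and 22.9 and 10.8 RPKM at PND 17. The *U1* gene ENSMUSG00000065216 (chromosome 6, 53383968 to 53384131), a small nuclear RNA of the spliceosome listed under 206 copies, had 42.2 and 78.1 RPKM and then 138 and 124 RPKM, and its reads may belong to other copies. *Mir19a* (ENSMUSG00000065416, chromosome 14, 115443222 to 115443303), a microRNA, fell from 30.3 and 40.4 RPKM to 18.6 and 12.5 RPKM. DESeq2 called 1 gene, *Gm15070* (ENSMUSG00000072934, chromosome X, 140891124 to 140911609, a processed transcript), with 3.46 and 3.9 RPKM at PND 14 and 10.2 and 13.3 RPKM at PND 17.

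**Figure D1:**
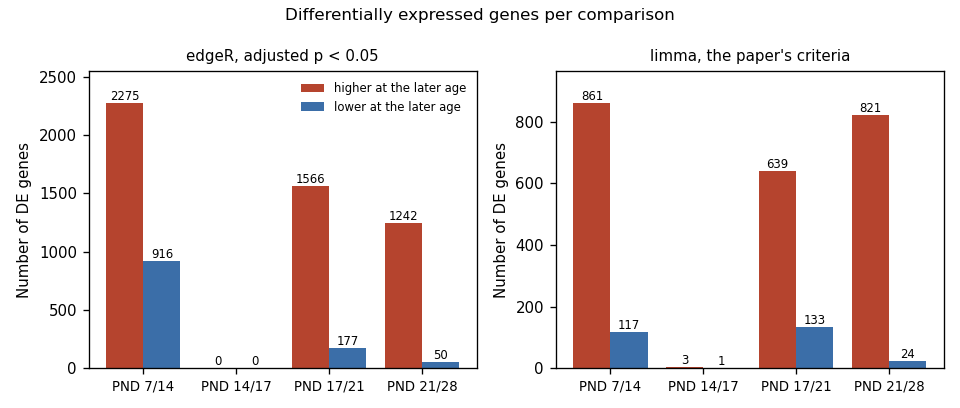
Number of DE genes (vertical axis) in each of the 4 comparisons of consecutive ages (horizontal axis), called from the counts with edgeR at an adjusted p under 0.05 (left) and with limma under the paper's criteria (right). Red bars count genes higher and blue bars genes lower at the later age, with 2 mice per age, and PND 14/17 has the lowest bars in both panels. The vertical scales differ between the panels.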

A high number of DE genes were present between PND 7/14 and 17/21 and 21/28 (Table 2) and most of the identified DE genes were specifically regulated in one comparison (Figure 1B). 

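Of the edgeR calls, 71.3% were higher at the later age in PND 7/14 and 89.8% in PND 17/21, and with library totals in place of TMM the latter share was 78.9%. Over all comparisons 4646 genes were DE, and 72.6% of these were DE in 1 comparison only. By comparison this held for 68.3% of the calls in PND 7/14 and 35.3% of those in PND 17/21, so in PND 17/21 most calls were shared with another comparison. Under the paper's criteria the share found in 1 comparison only was 79.6% in PND 7/14 and 53.2% in PND 17/21. The largest rises from PND 7 to 14 among DE genes with a mean of at least 10 CPM over all 10 mice and no overlap between the mice of the 2 ages were those of *1700016M24Rik* (ENSMUSG00000022603, chromosome 15, 74436459 to 74466691), *Crisp2* (ENSMUSG00000023930, chromosome 17, 40901683 to 40943952) and *1700006A11Rik* (ENSMUSG00000027973, chromosome 3, 124103908 to 124128957). All 3 are protein-coding genes with 0 counts in both PND 7 mice. Against the floor of 3 counts, *1700016M24Rik* rose at least 1250-fold, *Crisp2* at least 1130-fold and *1700006A11Rik* at least 884-fold by the mean of the PND 14 mice, and by the lower mouse these were at least 904-fold, 791-fold and 583-fold. The largest falls were those of *H19* (ENSMUSG00000000031, chromosome 7, 149761434 to 149764048, a processed transcript), *Dlk1* (ENSMUSG00000040856, chromosome 12, 110691033 to 110701546) and *Hsd17b3* (ENSMUSG00000033122, chromosome 13, 64159582 to 64190509). *H19* fell from 108.7 ± 6.10 to 10.1 ± 2.79 CPM (SD, n = 2 mice), a log2 fold change of -3.43 (standard error 0.36, adjusted p = 9.5e-05 from edgeR). *Dlk1* had a log2 fold change of -3.18 and *Hsd17b3* one of -3.14, and with each mouse left out in turn these values stayed between -4.14 and -2.67 and between -3.65 and -2.83. From PND 17 to 21 the largest rises were in *4930458L03Rik* (ENSMUSG00000056223, chromosome 13, 65018714 to 65024503), at least 118-fold by the mean of the PND 21 mice and at least 71-fold by the lower one, *4921504E06Rik* (ENSMUSG00000026734, chromosome 2, 19384464 to 19475541), at least 78.4-fold, and *Plac8l1* (ENSMUSG00000059455, chromosome 18, 42338329 to 42356363), at least 63.0-fold. The largest fall was in *Zim1* (ENSMUSG00000002266, chromosome 7, 6628154 to 6649161), with a log2 fold change of -3.05. *Angptl2* (ENSMUSG00000004105, chromosome 2, 33071589 to 33103237) followed with -2.73, and *5430435G22Rik* (ENSMUSG00000052688, chromosome 1, 133585272 to 133610119) with -2.30. *Zim1* had 4 and 2 counts in the PND 21 mice, near the floor of 3 counts. With each mouse left out in turn, its value lay between -3.83 and -2.43. *Angptl2* then lay between -3.61 and -2.26, and *5430435G22Rik* between -2.885 and -1.86.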

Highest difference in gene expression was detected between samples PND21 and PND28 during spermatid differentiation. Total number of 906 DE genes were found between these time points, and 612 of them were differentially expressed only in this comparison (Table 1 and Figure 1B). These results correlate with the expected pattern of gene expression during spermatogenesis. 

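In the counts, 578 of the edgeR calls in PND 21/28 were DE in this comparison only, which is 44.7%, and under the paper's criteria 623 were, which is 73.7%. Higher expression at PND 28 made up 96.1% of the edgeR calls, with 1242 genes higher and 50 lower. The number of lower genes depends on the scaling, with 822 higher and 113 lower (87.9% higher) for library totals, 1386 and 33 for RLE, and 1715 and 178 with only the 4 mice in the fit. The paper's criteria gave 978 DE genes in PND 7/14 and 845 in PND 21/28, without the requirement of 10 RPKM they gave 2352 and 1567, and with only the 4 mice of the comparison they gave 510 and 676. The largest rises were in the protein-coding genes *Cstl1* (ENSMUSG00000055177, chromosome 2, 148576094 to 148581866), *Hemgn* (ENSMUSG00000028332, chromosome 4, 46406861 to 46426378) and *1700012A03Rik* (ENSMUSG00000029766, chromosome 6, 32000246 to 32008921). *Cstl1* had 0 counts in both PND 21 mice and 50.0 ± 15.4 CPM (SD, n = 2) at PND 28, which is at least 165-fold higher, and it was not called by DESeq2 (adjusted p = 0.164). *Hemgn* rose by 8.36 on the log2 scale (standard error 1.06, adjusted p = 0.00181 from edgeR) and *1700012A03Rik* by 8.10 (standard error 1.22, adjusted p = 0.00343 from edgeR). The largest falls were in *Notch1* (ENSMUSG00000026923, chromosome 2, 26313423 to 26372183), with -1.97 (standard error 0.48, adjusted p = 0.0285 from edgeR), in *SNORA57* (ENSMUSG00000070167, chromosome 19, 8963028 to 8963175), a small nucleolar RNA, with -1.95, and in *Abcd3* (ENSMUSG00000028127, chromosome 3, 121461827 to 121518220), with -1.77. The PND 21 mice differed for *Abcd3*, with 49.4 and 21.2 CPM, and without PND 21 mouse 1 its log2 fold change was -1.03. From the number of DE genes, the paper reasons that the changes follow the course of spermatogenesis, in which the construction of the sperm falls into spermatid differentiation.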

The most prominent morphological and biochemical changes in sperm development occur during spermatid differentiation starting from PND 20. Transcription of genes required for the construction of sperm-specific structures starts already in late spermatocytes and continues throughout the round spermatid phase and in early elongating spermatids. Most of the transcripts needed during the late steps of spermiogenesis have to be present in early elongating spermatids at PND 28 before the cease of transcription in condensing nucleus.

**Table 2:** Total number of Ensemble annotated DE genes and up- and downregulated gene numbers between sample groups.

	Tot	Up	Down
PND7/PND14	724	632	92
PND14/PND17	136	100	36
PND17/PND21	728	665	63
PND21/PND28	906	838	68

Highest correlation in gene expression differences was detected between sample comparison of PND 17/21 and PND 21/28 (total number of common DE genes 255, Figure 1B), where almost all common DE genes were regulated in the same direction in both comparisons (99%, Figure 1C and D). 

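The edgeR calls of PND 17/21 and PND 21/28 had 569 genes in common, of which 561 were higher in both, 2 lower in both and 6 opposite, so that 98.9% went in the same direction. Under the paper's criteria 200 genes were common and all of these went in the same direction. DESeq2 moved the number of common genes most, to 747. Both comparisons use the PND 21 mice, which enter with opposite signs, so chance alone pushes their fold changes apart. In 20 simulated sets of counts with no change between ages, the log2 fold changes of these comparisons correlated with a mean r of -0.53, against 0.41 in the data. Among genes changed at least 2-fold in both, 83.5% of 2112 genes went in the same direction in the data and 5.4% in the simulated sets.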

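The comparisons PND 7/14 and PND 17/21 share no mice. They had 866 edgeR calls in common, of which 815 were higher in both, 31 lower in both and 20 opposite, and 97.7% went in the same direction. By the paper's criteria 178 genes were common and 91.6% of these went in the same direction. The log2 fold changes of all tested genes correlated with r = 0.49, against 0 in counts simulated with no change, and the same-direction share among the 2777 genes changed at least 2-fold in both was 85.7%, against 50.3% in the simulated counts. The simulation draws each mouse independently. In the data, the difference between mouse 1 and mouse 2 at PND 14 correlated with that at PND 21 (r = 0.343). A feature shared by these mice would push both fold changes the same way, so the simulated values may be too low a reference. The overlap of PND 7/14 with PND 17/21 was larger than the one between PND 17/21 and PND 21/28 in the edgeR calls and smaller in the calls by the paper's criteria.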

High number of overlapping (n = 203) and agreeing (98%) DE genes were also present in sample comparisons of PND 7/14 and PND 17/21 indicating a change in the transcription of same genes at early spermatocyte and spermatid level (Figure 1B–D). Comparison of PND 14/17 appeared to have more disagreeing DE genes when compared to other comparisons. Also a low number of shared genes with other comparisons were detected, probably due to the low total number of DE genes in this group. 

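Because edgeR called no gene in PND 14/17, no edgeR call was shared with it. Each of the other comparisons shared 1 gene with PND 14/17 under the paper's criteria, changed in the opposite direction in PND 7/14 and in the same direction in PND 17/21 and in PND 21/28, which is too few to compare shares. Over all tested genes, log2 fold changes of PND 14/17 correlated with those of PND 7/14 at r = -0.11, of PND 17/21 at r = -0.4 and of PND 21/28 at r = -0.27. The first 2 of these share an age, and simulated counts with no change gave -0.49 for each, so the observed values are not below chance. PND 14/17 and PND 21/28 share no age and gave 0 in the simulation, while 33.7% of the 1239 genes changed at least 2-fold in both went in the same direction, against 51.1% in the simulated counts. The simulation holds no mouse that departs from its age, whereas PND 14 mouse 1 carried late spermatid transcripts. Genes of nuclear condensation had a median of -3.46 in PND 14/17, or 0.27 without that mouse, and of 7.20 in PND 21/28. The excess of opposite changes may therefore rest on this library.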

Different DE genes appeared also to be present in comparison of PND 7/14 and 21/28, which is expected. 

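PND 7/14 and PND 21/28 had 453 edgeR calls in common, of which 401 were higher in both, 19 lower in both and 33 opposite. With 92.7% in the same direction, this was the lowest share among the 3 pairs of comparisons with edgeR calls. Under the paper's criteria 40 genes were common, and 34 of these, which is 85%, went in the same direction.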

The numbers of overlapping differentially expressed features between the comparisons are presented in figure 1B, agreeing upregulated genes in Figure 1C and downregulated genes in 1D.

At gene level highest ranked genes included several ribosomal and mitochondrial genes and non-coding RNAs, which expression was high in all sample groups. However, the amount of highly expressed testis specific genes and the level of expression increased during the progress of spermatogenesis. 

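By mean RPKM, the mitochondrial 16S ribosomal RNA gene *mt-Rnr2* (ENSMUSG00000064339, mitochondrial chromosome, 1094 to 2675) ranked 1 at every age. Its level was 215701.7 ± 13617.5 RPKM (SD, n = 2) at PND 7 and 93573.8 ± 779 RPKM at PND 28. Of the 20 highest genes, 18 were non-coding and 2 mitochondrial at PND 7, and the numbers at PND 28 were 17 and 2 with 1 protein-coding gene. The authors filtered out reads associated with ribosomal RNA during the alignment. Altogether 12 genes were among the 20 highest at all 5 ages, including 7SK, RNase_MRP, Y_RNA and the small nucleolar RNAs SNORD26, SNORD44, SNORD46 and SNORD75. RPKM divides by the gene's length, which raises short RNAs, and several of these lie within introns of longer genes.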

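*Ldhc* (ENSMUSG00000030851, chromosome 7, 54116573 to 54133512), the testis lactate dehydrogenase, rose from 505 ± 210 RPKM (SD, n = 2) at PND 14 to 795 ± 273 at PND 17, 1865 ± 72.2 at PND 21 and 3132 ± 195 at PND 28, and its rank moved from 19160 at PND 7 to 23 at PND 28. *Fabp9* (ENSMUSG00000027528, chromosome 3, 10193626 to 10197222) rose from 3.45 ± 3.48 RPKM at PND 7 to 455 ± 64.3 at PND 17 and 1788 ± 35.4 at PND 28. *Crisp2* had 0 RPKM at PND 7, 120 ± 44.1 at PND 14 and 1326 ± 3.60 at PND 28. The condensation genes *Tnp1*, *Tnp2* and *Prm1* reached 3809 ± 807, 2479.6 ± 234 and 2310.1 ± 314 RPKM at PND 28. *Tnp1* was the only protein-coding gene among the 20 highest at any age. *Malat1* (ENSMUSG00000092341, chromosome 19, 5795690 to 5802671), a nuclear non-coding RNA, went the other way, from 2013 ± 245 RPKM at PND 7 to 106 ± 30.1 at PND 28.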

The twenty highest expressed genes at each time point are shown in Table S1 and the full gene lists have been submitted to GEO-database (http://www.ncbi.nlm.nih.gov/geo/) with accession number GSE39970.

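Of the 100 entries of Table S1, 17 were among the 20 genes with the highest mean RPKM of their age in the deposited values, with 4, 5, 2, 3 and 3 in the order of the ages. Ranking by mean CPM in place of RPKM gave 41 of 100, and leaving out the small structural RNAs gave 55.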

In our experimental setup, the whole testis RNA was used for sequencing, and the produced data includes both germ cell and somatic testicular cell derived transcripts. In order to understand the contribution of somatic cells in the gene expression differences, we analysed the expression patterns of previously identified SC and Leydig cell age specific genes [22], [23]. 

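*Pla2g4a* (ENSMUSG00000056220, chromosome 1, 151676748 to 151808420) had 18.6 ± 0.293 CPM at PND 7, 17.2 ± 1.66 at PND 14, 16.2 ± 2.78 at PND 17, 8.56 ± 1.98 at PND 21 and 8.36 ± 0.255 at PND 28 (SD, n = 2 mice each). Its largest change between consecutive ages was the log2 fold change of -0.92 from PND 17 to 21 (standard error 0.31, adjusted p = 0.0782 from edgeR), with both PND 21 mice below both PND 17 mice. *Gap43* (ENSMUSG00000047261, chromosome 16, 42248555 to 42340764) had at most 0.601 CPM in any mouse and 0 counts in both PND 14 mice, which is at or near the floor of 3 counts, so no change could be detected at this depth. It did not pass the filter on low counts and was not tested. *Pap3* was not analysed here.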

Very low expression of SC specific genes *Pla2g4a, Gap43* (Figure S2A) and no expression for *Pap3* were identified and no change in the expression pattern was detected. In addition, expression of SC secreted anti-Müllerian hormone (*Amh*), follicle-stimulating hormone receptor (*Fshr*) and SC specific cancer-associated genes [22] showed low level expression that decreased during the first wave of spermatogenesis, possibly reflecting the increase in germ cell population (Figure S2A). 

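*Amh* (ENSMUSG00000035262, chromosome 10, 80267993 to 80270393) had 22.8 ± 12.4 CPM at PND 7, 13.3 ± 7.99 at PND 14, 5.15 ± 1.27 at PND 17, 5.39 ± 0.536 at PND 21 and 1.67 ± 0.245 at PND 28 (SD, n = 2). *Fshr* (ENSMUSG00000032937, chromosome 17, 89384292 to 89600015) had 20.3 ± 6.91 CPM at PND 7, 17.1 ± 10.7 at PND 14, 12.3 ± 1.05 at PND 17, 7.34 ± 0.253 at PND 21 and 5.49 ± 2.36 at PND 28. No step between consecutive ages passed the adjusted threshold for either gene. The largest steps were -1.70 for *Amh* in PND 21/28 (standard error 0.63, adjusted p = 0.128 from edgeR) and -0.74 for *Fshr* in PND 17/21 (standard error 0.49, adjusted p = 0.359 from edgeR). Fitted with only the 4 mice of PND 21 and 28, *Amh* was called (-1.81, adjusted p = 0.04 from edgeR). Among the 7 tested somatic genes that the paper names, 1 had an unadjusted p under 0.05 in PND 14/17, 3 in PND 17/21 and 3 in PND 21/28. Adjusted over the list alone, the calls were 0, 0, 0 and 2 in the 4 comparisons in order of age, the same numbers as over all genes tested. A list of 11 genes of Sertoli cells, fixed by symbol, had a median log2 fold change of -0.63 in PND 7/14, -0.32 in PND 14/17, -0.56 in PND 17/21 and -0.46 in PND 21/28, negative under TMM, RLE, library totals and DESeq2's size factors alike. Without PND 14 mouse 1 the median in PND 14/17 was 0.13, and without PND 7 mouse 1 that in PND 7/14 was -0.26. The list was also tested with camera and fry, which are explained under Functional Analysis. In order of age the adjusted p was 0.0463, 0.126, 0.00473 and 0.00304 with camera. With fry it was 0.21, 0.619, 0.0935 and 0.108, so no step passed. The paper proposes that the fall of such genes reflects the growing share of germ cells.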

The analysis of gene expression of previously identified Leydig cell specific genes [24], [25] showed some differences in post-natal gene expression pattern (Figure S2B). Two of the analyzed steroidogenic genes (*Star and Vcam1*) had highest expression at PND17 and Cytochrome P450 genes *Cyp11a1* and *Cyp17a1* at PND 28. 

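*Star* (ENSMUSG00000031574, chromosome 8, 26918946 to 26925782) had 33.1 ± 21.5, 38.1 ± 17.0, 87.4 ± 35.2, 30.2 ± 23.1 and 73.6 ± 17.9 CPM (SD, n = 2) in the order of the ages. *Vcam1* (ENSMUSG00000027962, chromosome 3, 115812938 to 115832606) had 46.4 ± 0.236, 79.9 ± 20.1, 135.6 ± 50.1, 108.2 ± 46.7 and 113 ± 41.6 CPM. For both genes the mean was highest at PND 17, but the mice overlapped, since for *Star* PND 28 mouse 1 with 86.3 CPM lay above PND 17 mouse 1 with 62.6 CPM and for *Vcam1* PND 28 mouse 1 with 142 CPM lay above PND 17 mouse 1 with 100.2 CPM. No step between consecutive ages was called for *Star* or *Vcam1*, and the log2 fold change of *Vcam1* from PND 21 to 28, 0.06, changed sign with library totals (-0.14), with only the 4 mice of the comparison (-0.05) and without small structural RNAs and mitochondrial genes (-0.02). *Cyp11a1* (ENSMUSG00000032323, chromosome 9, 57862820 to 57874827) had 65.2 ± 22.6, 46.0 ± 7.04, 32.0 ± 17.8, 73.2 ± 48.2 and 287 ± 43.9 CPM, and *Cyp17a1* (ENSMUSG00000003555, chromosome 19, 46741655 to 46747464) had 47.2 ± 10.1, 38.3 ± 9.80, 41.4 ± 10.6, 74.8 ± 65.6 and 383 ± 75.9 CPM. Both PND 28 mice lay above all 8 younger mice for these 2 genes.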

Development of the adult population of Leydig cells occurs after PND 10 and the expression of steroidogenic genes increases reaching adult levels in the mouse by PND 25 [25], [26]. Thus, it is possible that some of the identified gene expression differences derive from somatic cells.

### Functional Analysis

TopGO and GOstats R/Bioconductor packages were used for enrichment analysis of the differentially expressed filtered gene lists towards KEGG pathways and Gene Ontology categories. In general, a high number of enriched biological processes and cellular components were found. Analysis of molecular function GO terms resulted with only few significant enrichments. In total 97 GO terms under biological processes were significantly (p<0.01) enriched during the first wave of spermatogenesis (Figure 2A). Although minor part of the differential gene expression may come from the somatic cells (Figure S2), germ cell development associated terms were highlighted in the enrichment analysis. DE genes during the transition from spermatogonia to early spermatocytes (PND7_vs_PND 14) were highly enriched in biological processed involved in mitotic and meiotic pathways. Also expression of genes involved in RNA processing and transport were significantly altered. 

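No table that assigns genes to GO terms was used here, so families of genes fixed by their symbols before the data were examined stand in for the terms. Each of the 14 families was tested in the 4 comparisons with camera, a competitive test that sets the family's log2 fold changes against those of all other tested genes, with a preset correlation of 0.01 between genes and Benjamini-Hochberg adjustment over the 56 tests. Camera had 34 of the 56 tests at an adjusted p under 0.05. The alternative fry asks whether the family's genes change at all, without setting them against other genes, and takes the correlation from the mice. It had 18 such tests, of which 17 were among the 34. With the correlation estimated in camera itself, none passed and 10 had an unadjusted p under 0.05, the alternative that moved these results most. By comparison, fry had 8 tests under 0.05 in PND 7/14, 0 in PND 14/17, 6 in PND 17/21 and 4 in PND 21/28, and camera had all of these except the cell cycle genes in PND 7/14. In PND 7/14 the synaptonemal complex, the protein scaffold that joins paired chromosomes in meiosis, rose with a median log2 fold change of 2.03 over 7 genes (adjusted p = 0.000803 with camera and 0.00385 with fry), and 6 of the 7 genes were called by edgeR. *Sycp1* (ENSMUSG00000027855, chromosome 3, 102622422 to 102740023) rose from 107.6 ± 4.31 to 558 ± 162 CPM (SD, n = 2; log2 fold change 2.37, standard error 0.25, adjusted p = 8.63e-05 from edgeR). *Sycp3* (ENSMUSG00000020059, chromosome 10, 87922314 to 87935981) rose from 53.2 ± 4.75 to 277 ± 75.4 CPM (log2 fold change 2.38, standard error 0.26, adjusted p = 0.000118 from edgeR). *Syce2* (ENSMUSG00000003824, chromosome 8, 87396010 to 87412120) did not change beyond its error (0.10, standard error 0.22). The cell cycle family held cyclins, their kinases and all other genes whose symbols begin with Cdc2. It went both ways, with 7 of 23 genes called higher and 1 lower in PND 7/14. Its median of -0.03 became 0.07 with library totals and 0.22 without small structural RNAs and mitochondrial genes. With a mouse left out this median lay between 0.12 and 0.46, and the adjusted p was 0.297 with camera and 0.00732 with fry.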

During meiotic progress (PND 14_vs_PND 17) genes involved in pathways for chromosome organization and nucleus packing were further highlighted. At the onset of post-meiotic spermatid phase (PND 17_vs_PND 21) cell wall associated pathways, pyrimidine processing and ciliary motility were highlighted. Finally, the transition from round to elongating spermatids induced differential expression of genes important for fusion of sperm to egg. Throughout the first wave of spermatogenesis enriched GO terms in biological process were associated with spermatogenesis, reproduction, meiosis and fertilization (Figure 2A).

**Figure 2:**
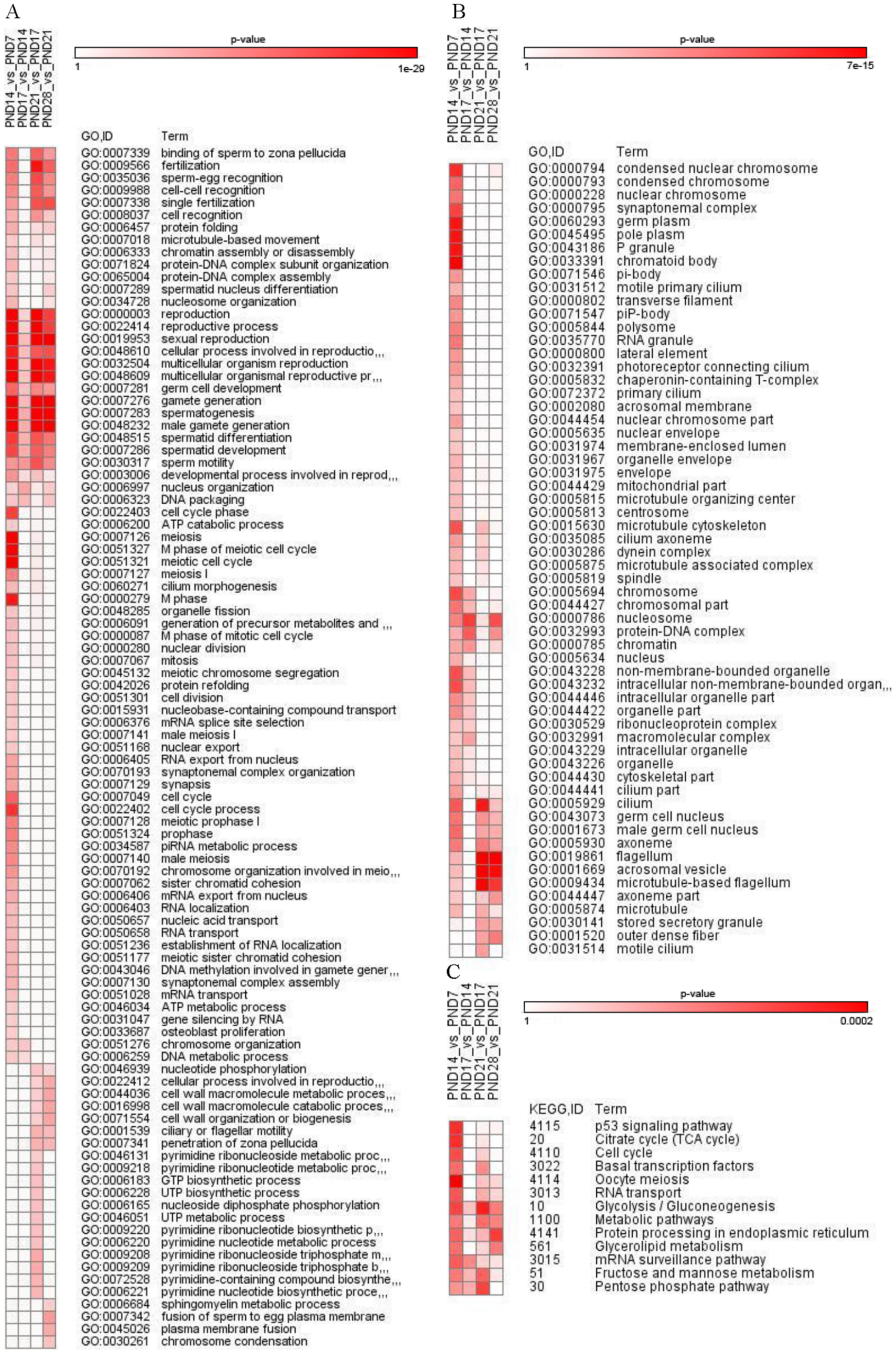
Highest ranked GO terms (p<0.01) with differential expression between sample groups for GO biological processes (A) and cellular components (B) and for KEGG pathways (C). The relative significance of term enrichment is indicated by levels of red shading (the lower the p-value the darker shade of red colour). Heat map was produced with GENE-E (http://www.broadinstitute.org/cancer/software/GENE-E/) using pearson’s correlation metrics and average linkage distance metrics.

Enriched GO terms under cellular components included 60 different terms (p<0.01, Figure 2B). Between PND 7 and 14 gene expression in RNA processing associated with chromatoid body, pi-body, p-granule and RNA granule was altered. Also microtubule and cilia related GO terms were enriched already in early spermatocytes (PND14) including centrosome, microtubule organizing center, microtubule cytoskeleton, primary cilium and dynein complex. Furthermore, GO terms related to chromosome organization appeared to be enriched already in early spermatocytes (Figure 2B). 

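The 13 tested genes of the chromatoid body and the piRNA pathway, an RNA-rich cytoplasmic granule of male germ cells and the small RNA pathway tied to it, all rose from PND 7 to 14, with a median log2 fold change of 2.39 (adjusted p = 3.72e-09 with camera and 0.0014 with fry) and 12 of them called by edgeR. *Piwil1* (ENSMUSG00000029423, chromosome 5, 129242121 to 129261349) rose from 2.93 ± 0.0372 to 322 ± 123 CPM (SD, n = 2; log2 fold change 6.77, standard error 0.36, adjusted p = 5.02e-06 from edgeR). *Tdrd1* (ENSMUSG00000025081, chromosome 19, 56900699 to 56944502) rose from 49.4 ± 1.36 to 349 ± 113 CPM (2.82, standard error 0.26, adjusted p = 3.92e-05 from edgeR). *Ddx4* (ENSMUSG00000021758, chromosome 13, 113388541 to 113442518) rose from 90.5 ± 24.8 to 345 ± 86.0 CPM (1.93, standard error 0.29, adjusted p = 0.00107 from edgeR). *Tdrd6* (ENSMUSG00000040140, chromosome 17, 43752284 to 43767248) continued to rise from PND 17 to 21 (2.60, standard error 0.44, adjusted p = 0.00561 from edgeR). The family median was 2.02 at the lowest with a PND 7 or PND 14 mouse left out.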

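Genes of dynein chains, the motor proteins of cilia and microtubules, had a median log2 fold change of 1.36 from PND 7 to 14 over 28 genes (adjusted p = 4.8e-05 with camera and 0.00199 with fry), with 23 genes higher and 16 called. *Dnahc8* (ENSMUSG00000033826, chromosome 17, 30761299 to 31012209) rose from 23.7 ± 2.71 to 610 ± 83.1 CPM (SD, n = 2; log2 fold change 4.68, standard error 0.37, adjusted p = 1.74e-05 from edgeR). *Dnahc1* (ENSMUSG00000019027, chromosome 14, 32073561 to 32137082) rose from 4.43 ± 3.79 to 58.7 ± 1.37 CPM (3.68, standard error 0.51, adjusted p = 0.000619 from edgeR). Dynein genes rose again from PND 17 to 21, with a median of 1.26 (adjusted p = 2.41e-05 with camera and 0.00518 with fry). From PND 21 to 28 the median was -0.04, which was 0.02 with RLE and DESeq2's size factors and -0.27 with library totals.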

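Histone genes were followed as the 75 tested genes whose symbols begin with the prefixes of the histone clusters and variants. From PND 7 to 14, 9 of these were called higher and 4 lower, and the median of -0.04 was 0.04 with library totals and 0.05 without small structural RNAs and mitochondrial genes, so the family had no common direction (adjusted p = 0.492 with camera). The testis-specific linker histone *Hist1h1t* (ENSMUSG00000036211, chromosome 13, 23787680 to 23788588) rose from 11.1 ± 0.636 to 338 ± 117 CPM (SD, n = 2; log2 fold change 4.93, standard error 0.44, adjusted p = 3.13e-05 from edgeR), and *Hist1h2ba* (ENSMUSG00000050799, chromosome 13, 24025637 to 24026025) from 206 ± 82.9 to 1106 ± 160.5 CPM (2.43, standard error 0.35, adjusted p = 0.000761 from edgeR). From PND 17 to 21 the median was -0.76 and 5 genes were called lower, with an adjusted p of 3.82e-07 under camera and of 0.0935 under fry. Without PND 21 mouse 1 this median was -0.46 and without PND 21 mouse 2 it was -1.23. From PND 21 to 28, 3 histone genes were called higher, while the median was -0.15 and became 0.27 without PND 21 mouse 2. Clustered histone genes are near-identical copies, so reads of single members are uncertain.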

Nucleosomal genes were also differentially expressed already in early spermatocytes and further in late spermatocytes and elongating spermatids. Enriched GO terms between PND 17 and 21 included cilium, flagellum and acrosomal vesicle related terms, which were further enriched between PND 21 and 28 consistent with the sperm tail and acrosome formation in spermatids.

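From PND 17 to 21 all 11 genes of a list for the acrosome and fertilization rose, and edgeR called each of them, with a median log2 fold change of 3.56 (adjusted p = 7.83e-09 with camera and 0.0014 with fry). From PND 21 to 28 all 11 rose again, 7 of these called, with a median of 2.37 (adjusted p = 9.5e-05 with camera and 0.00518 with fry). *Acrv1* (ENSMUSG00000032110, chromosome 9, 36500805 to 36506422) went from 1.18 ± 0.385 to 38.7 ± 5.31 CPM between PND 17 and 21 (SD, n = 2; log2 fold change 5.16, standard error 0.64, adjusted p = 0.0026 from edgeR) and to 274 ± 30.8 CPM at PND 28. *Spaca1* (ENSMUSG00000028264, chromosome 4, 34111849 to 34137166) went from 4.22 ± 0.149 to 46.8 ± 6.07 CPM (3.46, standard error 0.44, adjusted p = 0.00216 from edgeR) and to 242 ± 9.39 CPM. *Acr* (ENSMUSG00000022622, chromosome 15, 89398757 to 89405015), the acrosomal protease acrosin, rose from 13.4 ± 1.48 to 62.7 ± 30.4 CPM (2.21, standard error 0.43, adjusted p = 0.0102 from edgeR), and its step to PND 28 was not called (adjusted p = 0.286 from edgeR). From PND 7 to 14, 10 of the 11 had already risen, 7 of these called, with a median of 4.84, or 3.02 with the 5 genes at 0 counts in a group set to their lower bound (adjusted p = 0.000717 with camera and 0.00385 with fry). Without PND 14 mouse 1 the median of this step was 4. The medians of these 3 steps were positive under each scaling tried. The paper relates these terms to the formation of the sperm tail and the acrosome in spermatids.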

Our analysis of the enrichment of DE genes in KEGG pathways revealed 13 pathways, which were enriched already between PND 7 and 14. p53 signalling, TCA cycle, cell cycle, basal transcription factors, oocyte meiosis and RNA transcription were mainly enriched in early spermatocytes (Figure 2C). mRNA surveillance pathway and glycolysis were enriched in all comparisons, but more significantly between PND 7/14 and 14/17 for mRNA and 7/14 and 17/21 for glycolysis. 

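Of glycolysis, 6 genes with testis-specific products were followed. They had a median log2 fold change of 7.14 in PND 7/14, 3.25 in PND 17/21 and 2.40 in PND 21/28, with 5, 5 and 4 of them called by edgeR. The adjusted p was 0.00136, 0.000803 and 0.00849 with camera and 0.0014, 0.00518 and 0.0188 with fry. The PND 7/14 median is 5.45 when the 2 genes with 0 counts at PND 7 are set to their lower bound, and 4.20 without PND 14 mouse 1. From PND 14 to 17 the median was -0.64 with 0 genes called (adjusted p = 0.741 with camera), and without PND 14 mouse 1 it was 0.54. *Pgk2* (ENSMUSG00000031233, chromosome 17, 40343963 to 40345554) went from 36.7 ± 23.2 CPM (SD, n = 2) at PND 17 to 258 ± 33.6 at PND 21 and 1058 ± 174 at PND 28.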

Glycerolipid metabolism and protein processing in endoplasmic reticulum were highly enriched between PND 7/14 and PND 21/28. Fructose and mannose metabolism and pentose phosphate pathway were enriched until PND28. In addition, metabolic pathways were enriched throughout the first wave of spermatogenesis (Figure 2C).

### Functional Comparison of Up- and Downregulated Genes

Enrichments to GO terms were also analyzed separately for up- and downregulated genes in order to identify direction of gene expression in different terms. This analysis was carried out using GOrilla web tool [20], [21]. Figure S3 shows the overall distribution of identified GO terms among up- and downregulated gene lists. Consistently with the high number of upregulated genes in each comparison, most of the enriched GO terms of DE genes were identified in the upregulated gene groups. However, in the comparison of PND 14/17 enriched GO terms were statistically significant (p<0.01) only in the downregulated genes. In this comparison, almost all upregulated genes were non-coding or spliceosomal RNA genes (Table S2).

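The 7 genes of nuclear condensation, which encode protamines, transition proteins and spermatid linker histones, were all lower at PND 17 than at PND 14, with a median log2 fold change of -3.46. The adjusted p was 0.000189 with camera and 0.389 with fry, and edgeR called none of the 7. This fall rests on 1 library, since without PND 14 mouse 1 the median was 0.27, while without PND 14 mouse 2 it was -4.38. *Prm2* (ENSMUSG00000038015, chromosome 16, 10791476 to 10792198) had 15.8 ± 21.2 CPM (SD, n = 2) at PND 14 and 0.470 ± 0.322 at PND 17, and *Hils1* (ENSMUSG00000038994, chromosome 11, 94828975 to 94829770) had 6.13 ± 7.36 and 1.11 ± 0.203 CPM, so that at PND 14 the SD between the mice was larger than the mean. In PND 21/28 the same 7 genes rose by a median of 7.20 and all were called.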

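Table S2 of the paper lists 100 genes, and 75 of these are by their symbols small structural RNAs (small nucleolar, small nuclear and related RNAs), while the others are annotated as 14 protein-coding genes, 4 processed transcripts, 3 mitochondrial transfer RNAs, 2 other small nucleolar RNAs and 2 long intergenic RNAs. For 68 of the 100 the symbol names a single gene, and these 68 were compared. In the edgeR fit all 68 were higher at PND 17, with a median log2 fold change of 0.71, but 0 were called, 9 had an unadjusted p under 0.05 and 0 were called when adjusted over the list alone. Since the study chose the list on these samples, this direction is not independent evidence. Both PND 17 mice lay above both PND 14 mice in 19 of the 68 genes. The median RPKM of the 68 genes was 299 in PND 14 mouse 1, 975 in PND 14 mouse 2, 1009 in PND 17 mouse 1 and 866 in PND 17 mouse 2. PND 14 mouse 2 lay above PND 14 mouse 1 in all 68 and above PND 17 mouse 2 in 46. Without PND 14 mouse 1, 39 of the 68 were higher at PND 17 and the median log2 fold change was 0.04, and without PND 14 mouse 2 all 68 were higher with a median of 1.88. The fold changes printed in Table S2 equal the ratio of PND 17 mouse 2 to PND 14 mouse 1 after adding 2 to each RPKM, with a largest difference of 0.000497 on the log2 scale over the 68 genes. Over all 367 tested small structural RNAs the median change was 0.50 with both mice of each age (adjusted p = 1.25e-13 with camera and 0.594 with fry), -0.06 without PND 14 mouse 1 and 1.46 without PND 14 mouse 2. These RNAs took 3.88% of the counts in PND 14 mouse 1, 7.71% in PND 14 mouse 2, 7.77% in PND 17 mouse 1 and 6.12% in PND 17 mouse 2.

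**Figure D2:**
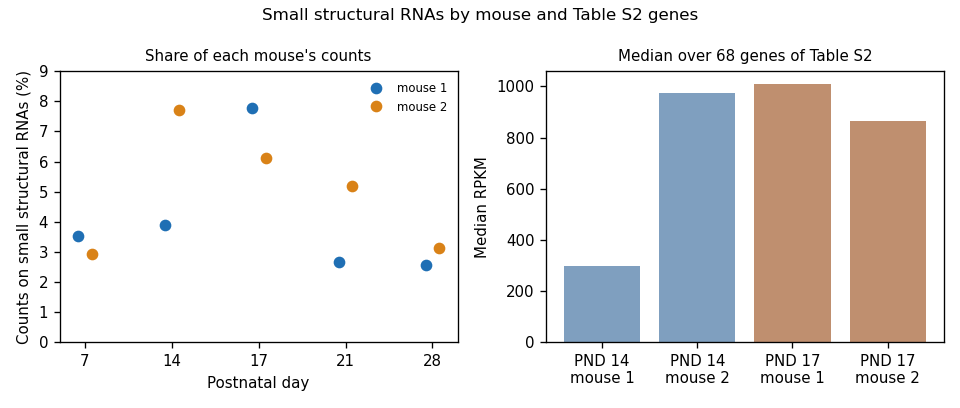
Left, percent of each mouse's counts on small structural RNAs (vertical axis) by age in postnatal days (horizontal axis), 1 point per mouse. Right, median RPKM over the 68 genes of Table S2 with a unique symbol (vertical axis) in each PND 14 and PND 17 mouse (bars), where PND 14 mouse 1 is low with 299 and the other 3 mice lie between 866 and 1009.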

As most of the DE genes were upregulated, also the GO terms identified within the upregulated DE genes corresponded with the GO terms identified within the full set of DE genes (Figure 3). Gamete generation, germ cell development, sperm-egg recognition, fertilization and sperm motility related GO terms were upregulated in all comparisons (except PND 14/17) (Figure 3A,C and E). GO terms specific for spermatogonia early spermatocyte transition were cell cycle processes, chromosome organization, RNA transport, DNA metabolic processes (methylation and repair) and ATP and piRNA metabolic processes. Also, specific GO terms were identified for spermatid elongation phase between PND 21 and 28 and were mainly related to fertilization; egg activation, acrosome reaction and membrane fusion. Enriched cellular component terms of upregulated genes correlated with the BP terms (Figure 3B,D and F). The identified gene expression changes are consistent with the developmental processes in male germ cell maturation. Venn diagrams for sample group comparisons with enriched biological process and cellular component GO terms for upregulated genes are shown in figure S4.

**Figure 3:**
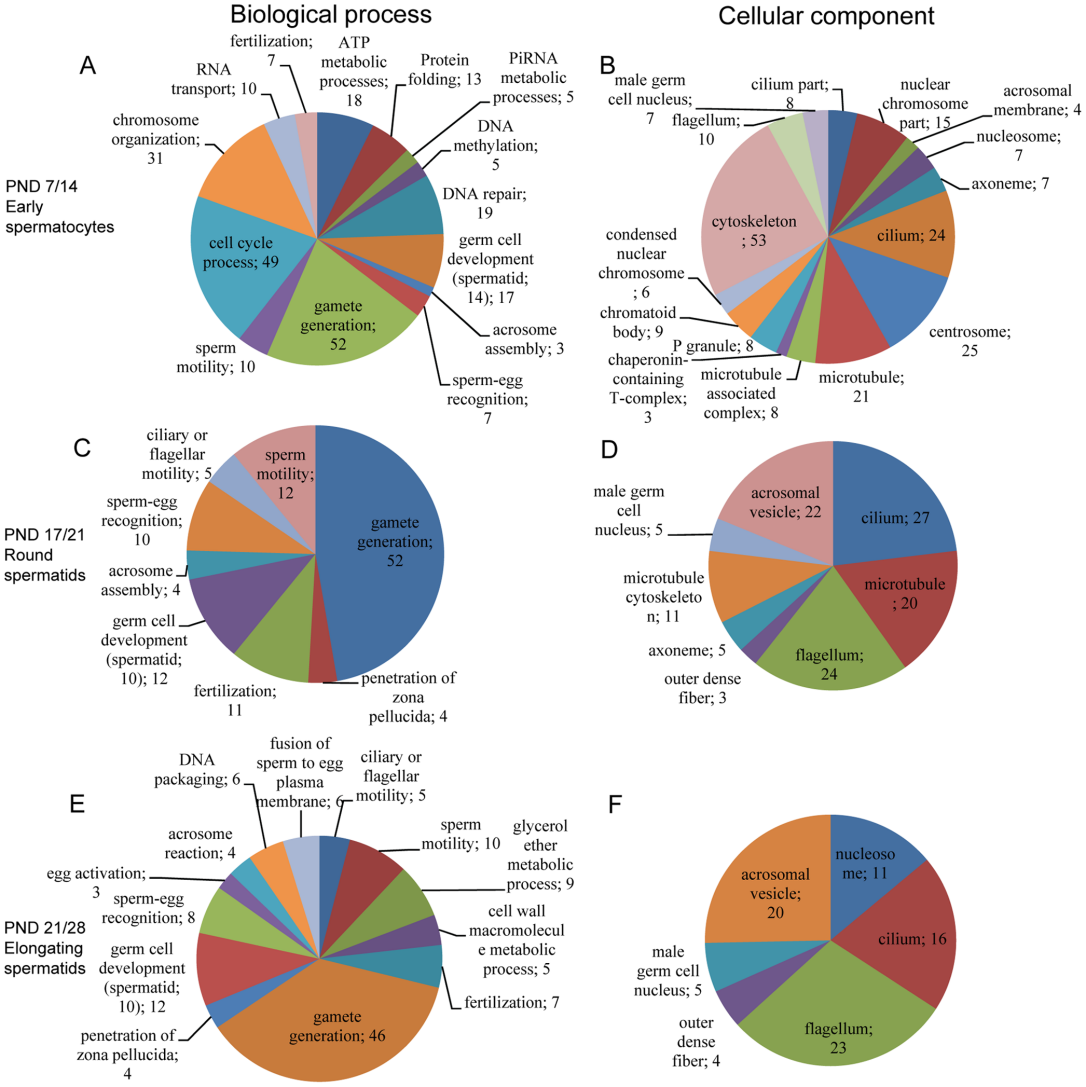
Enriched biological process and cellular component GO terms among upregulated genes. Comparison of PND14/17 is not presented due to low number of DE genes. A. PND 7/14 biological processes, B. PND 7/14 cellular component, C. PND 17/21 biological processes, D. PND 17/21 cellular component, E. PND 21/28 biological processes and F. PND 21/28 cellular component. Only lower level GO terms are shown.

GO terms, which were enriched in all sample group comparisons (except PND 14/17) were investigated at gene level in order to see, if same genes are up or downregulated at different time points. 

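By edgeR, 299 genes were upregulated in PND 7/14, PND 17/21 and PND 21/28 alike, and 18 were by the paper's criteria.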

Some of the upregulated genes were detected in several sequential group comparisons, but in general, highly specific gene expression was identified between the specific time point comparisons. PND 7/14 and 21/28 appeared to have the most different upregulated gene expression patterns (Figures 1 and 4). We analyzed the DE genes enriched under the GO term gamete generation more carefully and showed that developmental phase specific genes were upregulated in each comparison (Figure 4). The cellular compartment GO terms identified for these genes demonstrated that genes specifically upregulated in gamete generation between samples PND 7 and 14 (n = 28) were localized to nucleus, cytoplasm, chromatoid body, piP body, polysome, synaptonemal complex and condensed nuclear chromosome (Figure 4). Specific upregulated genes between PND 17 and 21 (n = 15) were localized in the flagellum and mitochondrial inner membrane peptidase complex and in comparison of PND 21/28 (n = 22) in the acrosomal vesicle, CatSper complex, flagellum and outer dense fiber (Figure 4). 

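The 7 CatSper genes, which encode the calcium channel of the sperm tail and its partners, rose by a median log2 fold change of 2.56 from PND 17 to 21 (adjusted p = 0.000123 with camera and 0.00284 with fry, 6 genes called). From PND 21 to 28 their median was 0.77 with 2 genes called (adjusted p = 0.126 with camera and 0.0737 with fry). *Catsper1* (ENSMUSG00000038498, chromosome 19, 5335741 to 5344153) had 0.191 ± 0.0725 CPM (SD, n = 2) at PND 17, 13.2 ± 4.01 at PND 21 and 56.8 ± 1.73 at PND 28. *Catsper2* (ENSMUSG00000033486, chromosome 2, 121218367 to 121240317) had 17.5 ± 8.26, 106.2 ± 56.7 and 175 ± 0.26 CPM. Genes of the outer dense fibers, the rods along the sperm tail, rose in both steps, with a median of 3.82 over 6 genes from PND 17 to 21 (adjusted p = 0.000341 with camera and 0.00316 with fry) and of 1.80 from PND 21 to 28 (adjusted p = 0.00849 with camera and 0.0147 with fry). *Odf1* (ENSMUSG00000061923, chromosome 15, 38148958 to 38156490) had 1.20 ± 0.0171 CPM at PND 17, 39.0 ± 7.94 at PND 21 and 601 ± 40.2 at PND 28, and it was called in both steps (adjusted p = 0.00583 and 0.00525 from edgeR). Without PND 21 mouse 1 the CatSper medians were 1.88 in PND 17/21 and 1.42 in PND 21/28. From PND 7 to 14 the CatSper median was 3.04 with 5 genes called (adjusted p = 0.00269 with camera and 0.00199 with fry). For the outer dense fibers it was 6.24 with 4 genes called, or 2.81 with the 3 genes at 0 counts in a group set to their lower bound (adjusted p = 0.00761 with camera and 0.00274 with fry). Without PND 14 mouse 1 this outer dense fiber median was 4. The CatSper median of this step was 2.77 without PND 14 mouse 1 and 5.7 without PND 7 mouse 1.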

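The 6 genes *Prm1*, *Tnp2*, *Tcp11*, *Spata24*, *Spata19* and *Tnp1* are protein coding and lie on chromosome 16 (*Prm1*, ENSMUSG00000022501, 10796419 to 10796979, and *Tnp2*, ENSMUSG00000043050, 10788029 to 10788748), chromosome 17 (*Tcp11*, ENSMUSG00000062859, 28203692 to 28217584), chromosome 18 (*Spata24*, ENSMUSG00000024352, 35816344 to 35821840), chromosome 9 (*Spata19*, ENSMUSG00000031991, 27204406 to 27209295) and chromosome 1 (*Tnp1*, ENSMUSG00000026182, 73061657 to 73062473). All 6 were called higher in PND 7/14 and in PND 21/28 by edgeR. In PND 17/21, *Tcp11* (log2 fold change 1.79, standard error 0.34, adjusted p = 0.00872 from edgeR), *Spata24* (1.41, standard error 0.34, adjusted p = 0.0238 from edgeR) and *Spata19* (4.70, standard error 0.97, adjusted p = 0.0146 from edgeR) were called. *Prm1* (2.28, standard error 1.36, adjusted p = 0.305 from edgeR), *Tnp2* (1.65, adjusted p = 0.252) and *Tnp1* (2.33, adjusted p = 0.202) were not, and with only the 4 mice of the comparison in the fit they were, with an adjusted p of 0.0146, 0.034 and 0.00688. Adjusted over the list alone, 6, 4, 3 and 6 genes were called in the 4 comparisons in order of age, against 6, 0, 3 and 6 over all genes tested, and since the study chose these genes on the same samples this is not independent evidence. The 4 calls over the list alone in PND 14/17 were falls of *Prm1*, *Tnp2*, *Spata19* and *Tnp1*. At PND 14 the mice differed, with 52.7 and 1.05 CPM for *Prm1*, 35.5 and 3.02 for *Tnp2*, 14.9 and 0.657 for *Spata19* and 55.6 and 1.97 for *Tnp1* in mouse 1 and mouse 2, whereas *Tcp11* had 73.1 and 85.6 CPM and *Spata24* 35.8 and 48.1. Against the PND 7 group floor (0.172 CPM), *Prm1* was at least 306-fold higher in PND 14 mouse 1 and 6.11-fold in mouse 2. In the same order *Tnp2* was at least 207-fold and 17.6-fold higher, and *Spata19* at least 86.3-fold and 3.82-fold. Without PND 14 mouse 1 the log2 fold change of *Tnp1* from PND 7 to 14 was 2.44 in place of 6.35. In PND 14/17 leaving out that mouse turned the log2 fold change of *Prm1* from -4.40 to 0.27, of *Tnp2* from -2.49 to 0.19, of *Spata19* from -2.68 to 0.88 and of *Tnp1* from -3.70 to 0.17. Between PND 21 and 28 *Prm1* rose from 6.19 ± 0.648 to 1275 ± 159 CPM (SD, n = 2; log2 fold change 7.68, standard error 1.28, adjusted p = 0.00525 from edgeR), and with each mouse left out this value stayed between 7.54 and 7.80.

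**Figure D3:**
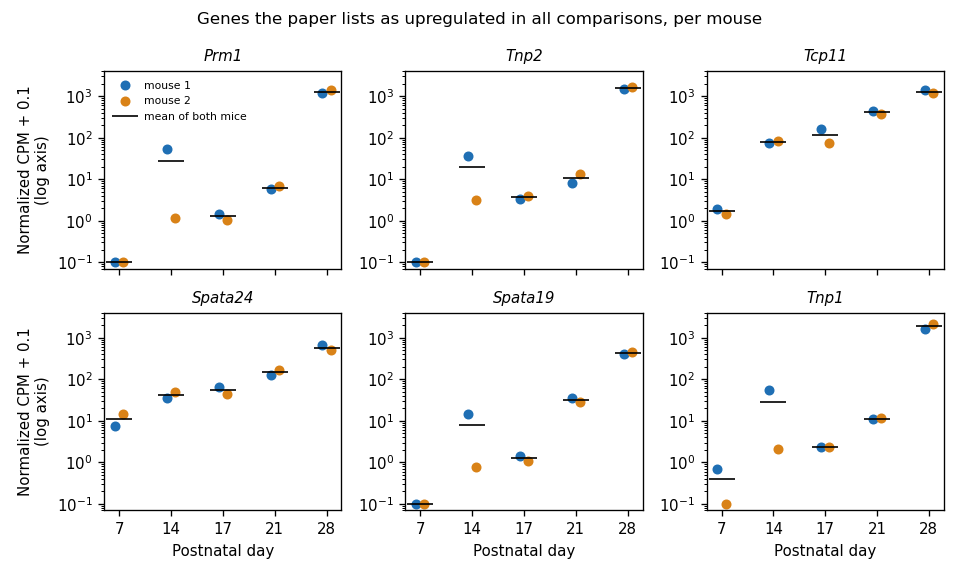
Normalized CPM plus 0.1 on a log axis (vertical) by age in postnatal days (horizontal) for the 6 genes, with blue points for mouse 1, orange points for mouse 2 and a line at the mean of both. At PND 14, mouse 1 lies more than 10-fold above mouse 2 for *Prm1*, *Tnp2*, *Spata19* and *Tnp1*, and for all 6 genes both mice are highest at PND 28.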

Genes upregulated in all comparisons (n = 6, *Prm1, Tnp2, Tcp11, Spata24, Spata19* and *Tnp1*) were associated with nucleus, nucleosome and chromosome.

**Figure 4:**
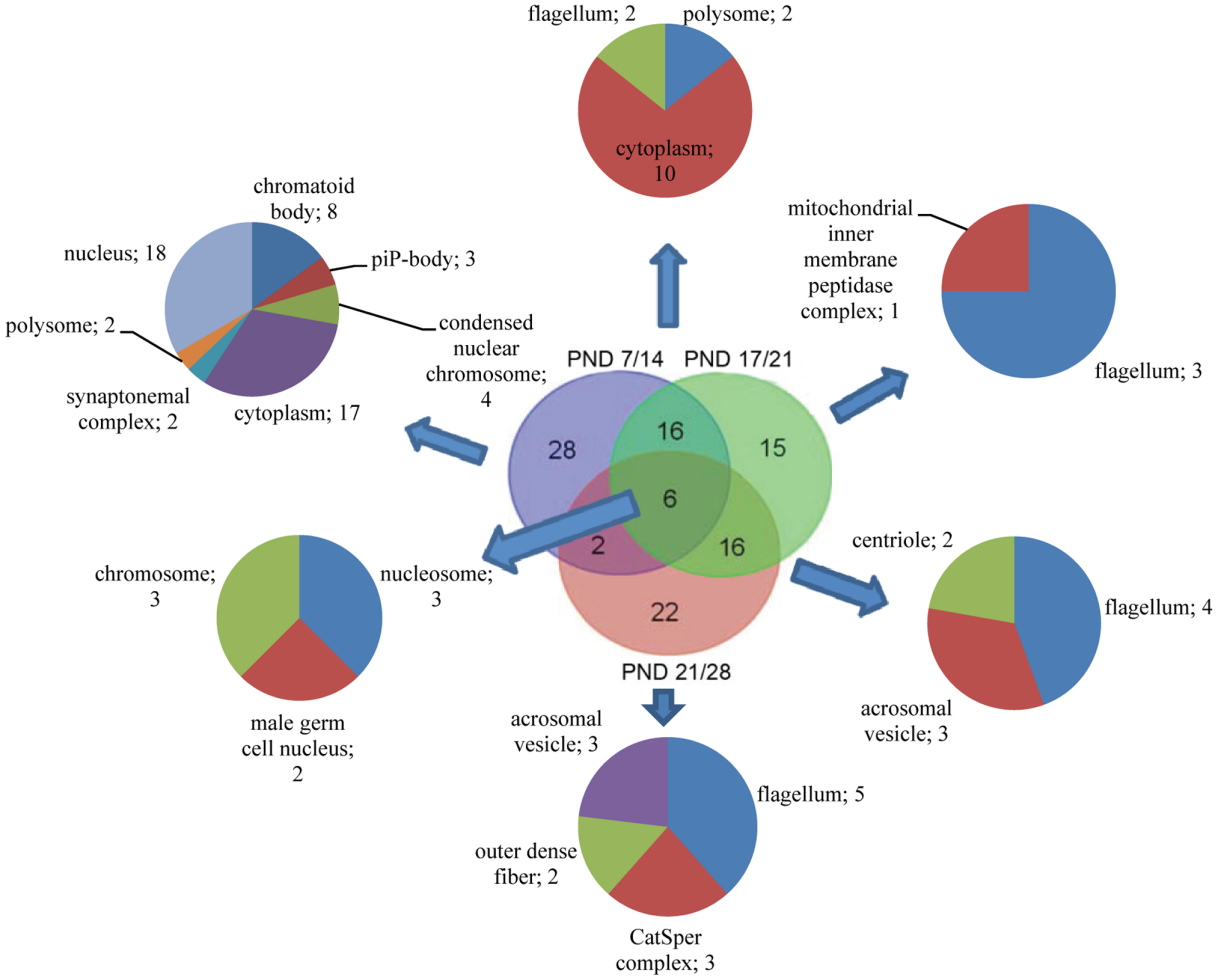
Venn diagram and enriched cellular complex GO terms of upregulated genes in biological process GO term gamete generation. Only lower level GO terms are shown.

### Gene Variant Analysis

Gene variant detection and differential transcript expression analysis was carried out using the Cufflinks pipeline [19]. On average 17 000 genes, 50 000 known isoforms and 25 000 novel isoforms were expressed in each sample group (FPKM>1, Figure 5A). Differential promoter and transcription start site usage were also analyzed between all sample groups highlighting 500–800 and 7 000 - 15 000 variants between sample comparisons, respectively (Figure 5B and C). Although the differential gene expression analysis with Limma showed a low number of DE genes between PND 14 and 17, a high difference in promoter and transcription start site usage was detected with Cufflinks (Figure 5B and C).

**Figure 5:**
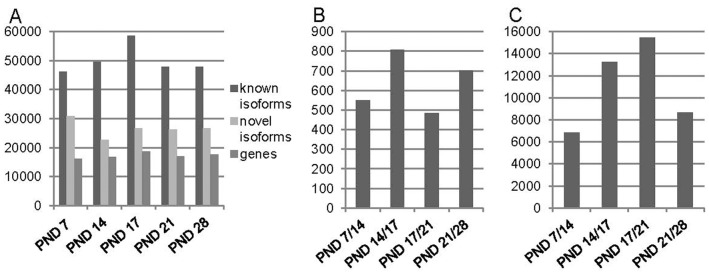
Gene and isoform counts and promoter and transcription start site usage in sample groups. A. Expressed gene, known and novel isoform counts at different time points during the first wave of spermatogenesis. FPKM >1. B. Differential promoter usage in all sample group comparisons. C. Differential transcription start site usage between all sample groups. The comparisons in chronological order during the first wave of spermatogenesis are indicated in black (B and C).

The comparison between transcripts identified by Cufflinks and the Ensembl reference transcripts elucidated the previously unknown splicing events compared to known transcripts. Most of the Cufflinks transcripts (46%) had a complete match with a reference transcript (Table 3). 28% of the identified transcripts were described as potentially novel isoforms and 25% had no match in gene or transcript level to the reference transcripts. Exonic overlap with reference on the opposite strand was found in 937 transcripts (Table 3), which may correspond to potential antisense regulators of sense transcripts. Similar distribution of isoforms was detected for each sample group separately (data not shown). In total 161 362 transcripts were identified in the mouse testis.

**Table 3:** Description of identified gene isoforms classes.

Description	Transcripts	%
Exonic overlap with reference on the opposite strand	937	0.6
Generic exonic overlap with a reference transcript	692	0.4
Potentially novel isoform: at least one splice junction is shared with a reference transcript	45580	28.2
Complete match	74122	45.9
No reference transcript overlap	40030	24.8
Total number of transcripts	161362	100

The GO term enrichment of the differentially expressed isoforms generated by differential promoter usage were analyzed using GOrilla with differences declared at high significance level (p<10^−6^). Genes with differential promoter usage were associated with molecular function GO terms catalytic activity and binding (protein, ion, nucleotide) in all comparisons. On the whole, general biological processes were enriched within genes related to differential promoter usage (Figure 6A). Genes associated with enriched biological processes at each time point are presented in table S3. Corresponding enrichment pattern was also detected in cellular component GO terms (Figure 6B). Cytoplasm, nucleus, cytoplasmic part and protein complex were enriched in all comparisons. Genes associated with mitochondria were enriched between PND 14/17 and 17/21. Microtubule and cell projection related genes were enriched between PND 17/21 and cytoskeleton genes between PND 17/21 and 21/28. Finally, genes localized to centrosome were enriched between PND 21 and 28 (Figure 6B). Centrosome associated genes were involved in centrosome duplication, spindle organization, mitosis, protein localization, regulation of microtubule cytoskeleton organization and cilium assembly.

**Figure 6:**
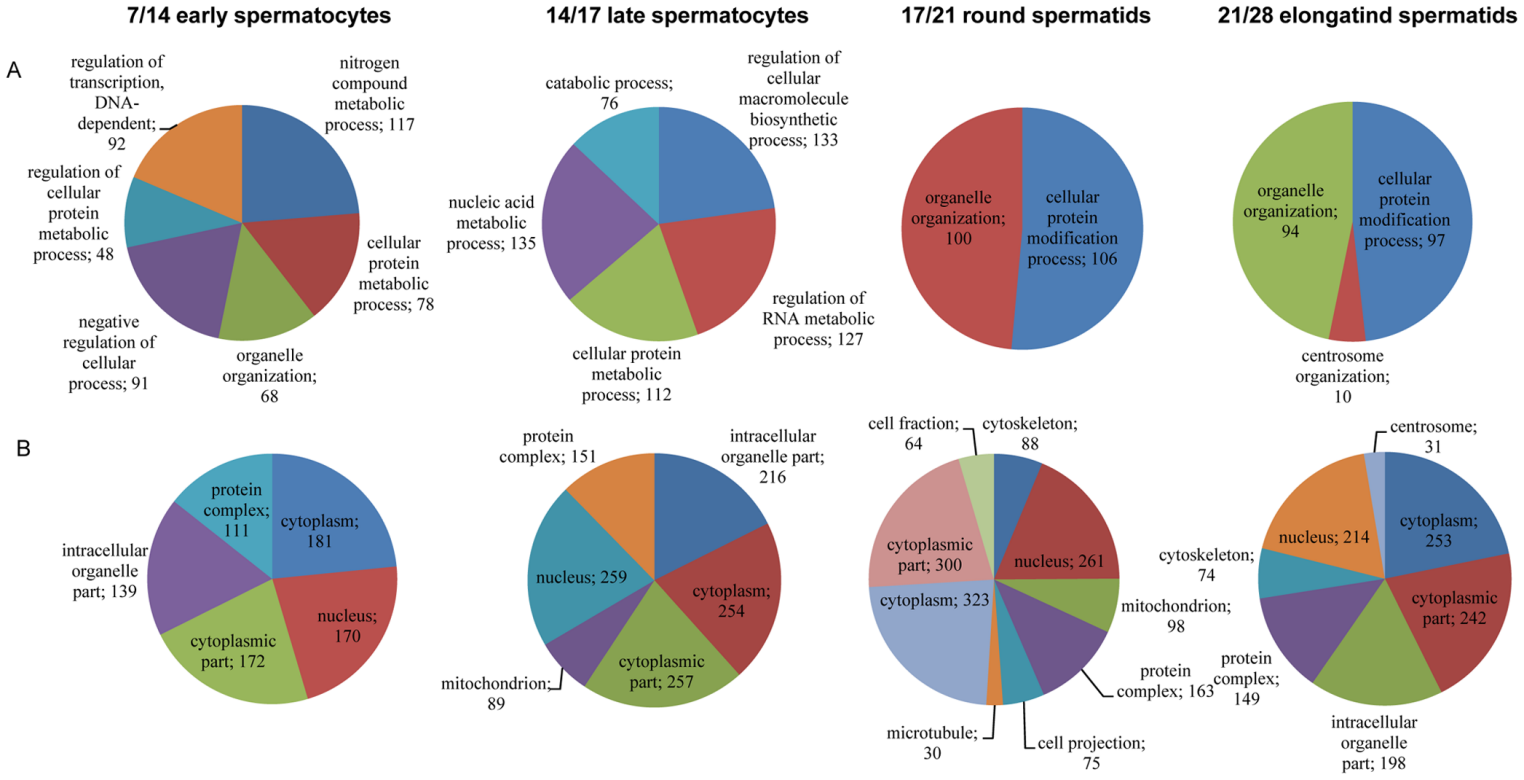
Enriched biological process (A) and cellular component (B) GO terms of genes with differential promoter usage between sample groups (p<10^−6^). Only lower level terms are shown.

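Table S4 of the paper lists 81 genes with a change found only at isoform level, 12 for PND 7/14, 26 for PND 14/17, 8 for PND 17/21 and 35 for PND 21/28, and 80 of these were tested at gene level in their comparison. Under the paper's criteria 0 were DE at gene level. By edgeR 3 were called, *Nudt4*, *Rai14* and *Stk33*, all in PND 17/21, and the numbers with an unadjusted p under 0.05 were 3, 1, 8 and 2 in the order of the comparisons. Adjusted over the list alone, the calls were 0, 0, 4 and 0, which is not independent evidence since the study chose the list on these samples. The median absolute log2 fold change at gene level was 0.26 in PND 7/14, 0.15 in PND 14/17, 0.95 in PND 17/21 and 0.34 in PND 21/28. The isoforms themselves were not analysed here.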

In total 81 genes were identified as differentially expressed specifically at isoform level (Table S4). Six of the identified genes (total n = 12) at early spermatogenesis were associated with protein binding (Table S4). Most of the DE isoforms (n = 23, not assigned *Zfp706, Usp9x* and *Ifnar1*) between PND 14 and 17 were involved in cellular processes and seven of these genes were associated with protein domain specific binding, nine with nucleotide binding and two with telomeric DNA binding (Table S4). DE isoforms between PND 17/21 and 21/28 did not show any significant enriched processes or functions. Although the expression pattern of isoforms generally correlated with the gene level expression patterns, a high number of isoforms identified in this analysis and differential expression patterns of some specific isoforms provide evidence for the complexity of gene expression in male germ cells.

### Expression of Non-coding RNAs

For identification of long non-coding RNAs (lncRNAs) the colorspace reads were mapped against the NONCODERv3 lncRNA dataset using CLC Genomics Workbench (v.5.5.1). In total close to 30 000 ncRNAs were identified as expressed in the analysed sample groups. The ncRNAs with highest expression in all sample groups were mainly ribosomal RNAs with some protein transport (SRP_7SL), transcription elongation related (7SK) and mitochondrial RNAs (AK131596) (Table S5).

The differential expression analysis of lncRNA highlighted specific groups of up- and downregulated genes at each time point during the first wave of spermatogenesis. In total of 108 downregulated (Figure 7A) and 947 upregulated lncRNAs (Figure 7B) were identified with high correlation between samples of the same group (Figure 7C). Highest number of upregulated DE lncRNAs was identified at critical phases of spermatogenesis during the appearance of spermatocytes (PND 7/14) and spermatid differentiation (PND 21/28) (Figure 7B). The highest number of down regulated genes was detected during early spermatogenesis (PND 7/14), and also between PND 17 and 21 during the transition from the meiotic to the post-meiotic program (Figure 7A). The downregulation fold change (FC) was low, although some statistically significant (p<0.01, FC >2) DE lncRNAs were identified (Figure 7A). Upregulated lncRNAs showed higher FCs and expression providing an interesting set of novel DE lncRNA genes during spermatogenesis (Figure 7B, Table S5). Most of the identified lncRNAs had no known function. Thus, the elucidation of the roles of these lncRNAs requires additional studies.

**Figure 7:**
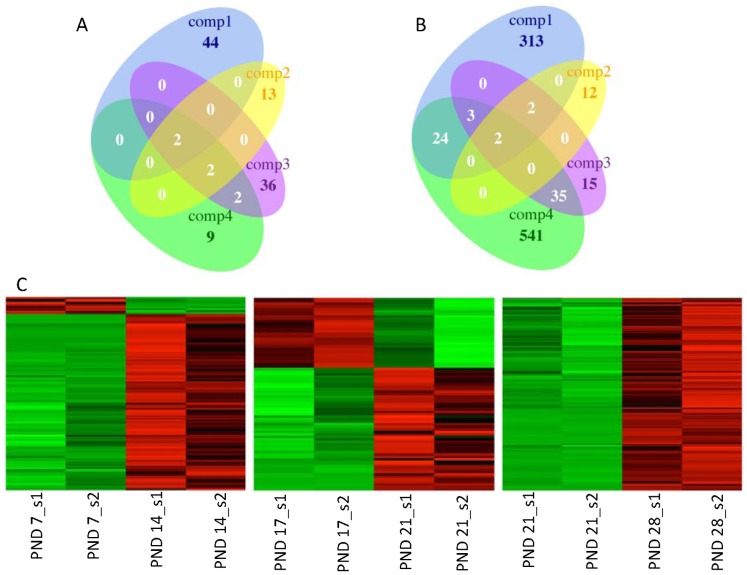
Differentially expressed lncRNAs. A. Venn diagram for all identified downregulated DE lncRNAs. B. Venn diagram for all identified upregulated DE lncRNAs. Comp1 =  PND7/14, Comp2 =  PND14/17, Comp3 =  PND17/21, Comp4 =  PND21/28. C. Heat maps for filtered (p<0.01, FC >2) DE lncRNAs between comparisons. Upregulated genes are indicated in red and downregulated in green.

## Discussion

The first wave of spermatogenesis in the mouse provides an invaluable tool for characterization of gene expression and cellular events during spermatogenesis. Analyzing cells at their physiological environment eliminates the possible changes in expression level due to preparation procedures. However, the heterogeneity of tissue samples needs to be taken into account when interpreting the results. In this study we have extracted testis samples at five different time points during the first wave of spermatogenesis. The cell content in each sample was confirmed with squash preparations (Figure S1) and corresponded to expected distributions of the most mature cell types in the seminiferous epithelium: spermatogonia at PND 7, early pachytene spermatocytes at PND 14, late pachytene spermatocytes at PND 17, round spermatids at PND 21 and elongating spermatids at PND 28. In addition all samples contained somatic cells such as Sertoli and Leydig cells, which also contribute to the identified expression patterns and cannot be entirely distinguished from the gene expression in germ cells. The analysis of known genes expressed by SCs indicated that some of the DE downregulated genes may originate from these somatic cells. SCs differentiate until PND 15 and their gene expression also changes based on germ cell content in the seminiferous tubules [27]. However, only very low expression levels of SC specific genes were identified in the dataset and no expression difference was seen in previously reported DE Sertoli cell genes [22], [23]. The analysis of Leydig cell specific gene expression showed differential expression for some of the analyzed genes. The steroidogenesis takes place between PND 11 and 35 in the mouse testis inducing the expression of steroidogenic genes in the Leydig cells [25], [26]. However, the differential expression between consecutive groups was only detected for Cytochrome P450 genes *Cyp11a1* and *Cyp17a1.* Thus a minor part of the identified differential gene expression appears to come from somatic cells in addition to germ cells.

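*Cyp11a1* rose from PND 21 to 28 with a log2 fold change of 1.97 (standard error 0.48, adjusted p = 0.0293 from edgeR), and *Cyp17a1* with 2.35 (standard error 0.53, adjusted p = 0.0194 from edgeR). The size of both changes depends on the PND 21 mouse used, since PND 21 mouse 1 had 39.1 and 28.4 CPM and PND 21 mouse 2 had 107.3 and 121.1 CPM of *Cyp11a1* and *Cyp17a1*. Without PND 21 mouse 1 the values were 1.43 and 1.67, and without PND 21 mouse 2 they were 2.88 and 3.75. A list of 9 Leydig cell genes that includes these had a median of 1.27 in this step, with all 9 higher and 4 called (adjusted p = 0.00737 with camera and 0.0636 with fry), and its median was 0.68 without PND 21 mouse 1.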

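By the annotation, 19275 of the 22380 protein-coding genes had a count in at least 1 library, as had 2918 of 5201 pseudogenes, 1105 of 1273 long intergenic RNA genes, 562 of 1552 small nucleolar RNA genes, 531 of 1423 small nuclear RNA genes and 322 of 1577 microRNA genes. The genes with a count were 71.1% of all genes listed. A count on a pseudogene or on a small RNA of many copies can come from a near-identical gene.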

The Ensemble database contains 37 315 annotated mouse genes (including protein-coding genes, long noncoding RNA genes, pseudogenes, and short noncoding RNA genes), of which we identified 26 789 genes in the mouse testis. This indicates that 72% of all annotated genes are expressed in the testis. In total 2494 DE genes were identified in the comparisons between the consecutive time points, thus 9% of identified genes were differentially expressed. However, in this study we used stringent filtering cutoffs in order to minimize the amount of false positive results and the DE gene counts especially at lower fold change level are substantially higher with less stringent cutoffs. 

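Summed over the 4 comparisons, the paper's criteria gave 2599 DE genes in the deposited values, and 2197 different genes once each gene was counted a single time. At a Benjamini-Hochberg adjusted p of at most 0.01 in place of the unadjusted p, the 4 comparisons had 603, 0, 66 and 421 DE genes. In PND 14/17, 992 of 26788 genes had an unadjusted p under 0.05, which is below the number that chance alone would give. With only the 4 mice of the comparison it was 1444, which is above that number. The 26788 genes include some without a count at these ages, which cannot reach a small p. The 992 therefore does not show that no gene differs.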

Functional analysis of DE genes revealed enriched GO terms connected to spermatogenesis related processes such as meiosis, piRNA metabolism, nucleus condensation and flagella formation further supporting the correct experimental design. Genes involved in gamete generation, germ cell development, fertilization and sperm motility were upregulated throughout the first wave of spermatogenesis. However, specific set of genes for each GO term appeared to be upregulated in different time point comparisons. Comparisons of GO terms between different time points highlighted the processes and cellular structure characteristics for each phase of spermatogenesis. Cell cycle processes, chromosome organization, RNA transport, protein folding and piRNA processes were specifically upregulated during the transition from spermatogonia to early meiotic cell (PND 7 to PND 14). Acrosome reaction and sperm/egg fusion related terms were enriched during postmeiotic spermiogenesis (PND 21 to PND 28). Only a low number of genes were downregulated in analyzed comparisons. The identified low fold change downregulation may also be due to increase in total gene transcript amounts during progression of spermatogenesis. However, enriched GO terms between samples PND 14 and 17 were only found for downregulated genes. These included mRNA polyadenylation, chromosome condensation and sperm motility and were related to cellular components nucleosome, nucleus and chromosome.

Previous microarray studies have provided valuable information regarding genes involved in spermatogenesis [7], [10], [16], [28]–[33]. These studies have indicated the specificity of gene expression during spermatogenesis and possibility to find biomarkers for male infertility. Although microarray experiments have provided some interesting results, the comprehensive understanding of gene expression affecting sperm formation and male fertility requires a deep sequencing approach, which allows the identification of previously unknown transcripts as well as isoform detection.

Large scale sequencing has enabled discovery of different splicing events and highlighted the high diversity and incidence of different gene isoforms. Previous RNA-seq studies in the human have suggested, that transcripts from approximately 95% of multiexon genes undergo alternative splicing and that there are approximately 100,000 intermediate to high abundance alternative splicing events in major human tissues [34]. We identified a large number of gene isoforms in the testis during the first wave of spermatogenesis. Compared to the identified gene count (∼15 000, FPKM>1) a considerably high number of gene isoforms (>70 000, FPKM>1) were detected with the Cufflinks package. In total over 160 000 isoforms were identified of which ∼40 000 did not have any reference overlap. Approximately 30% of gene assigned transcripts were characterized as possible novel isoforms and 57% of all expressed genes had at least two isoforms.

The high isoform count indicates that differences in gene isoforms explain part of the specific events during spermatogenesis. Samples PND 14 and 17 did not have a high number of DE genes in the gene level analysis. However, the isoform analysis showed a considerable number of differential promoter and transcription start site usage events between PND 14 and 17. Thus, the meiosis related differential expression of genes may be more influenced by isoform differences and low level of DE at gene level. In addition, the analysis of lncRNA based on Noncode database highlighted phase specific expression of lncRNAs. Since these lncRNAs have a lower level expression, the comprehensive analysis of these genes requires deep sequencing of enriched cell population samples. Based on this study, it is clear that the identification of novel and tissue specific gene isoforms and ncRNAs is crucial for the comprehension of the complexity of transcriptomes and gene regulation. Our data elucidates the diversity of expressed genes and isoforms during spermatogenesis and lays the ground for further studies of specific factors contributing to male fertility.

## Supporting Information

Figure S1 **Validation of the cell content in the testis tissue samples.** A. Squash preparations of the samples at PND14, 17, 21 and 28. Each sample at specific time point contained similar cell population. Distinctive cell types of each time point are labeled. ePSc, early pachytene spermatocyte; lPSc, late pachytene spermatocyte; RS, round spermatid; ES, elongating spermatid. B. Testis weights at PND 7, 14, 17, 21 and 28. Very low variation was identified between samples at each time point (SD error bars).
(TIFF) Click here for additional data file.

Figure S2 **Somatic cell gene expression profiles during the first wave of spermatogenesis.** A. Sertoli cell specific gene expression is low and decreases during the appearance of different germ cell populations. B. Leydig cell specific gene expression shows mainly low level expression with few DE genes at PND 28.
(TIFF) Click here for additional data file.

Figure S3 **Enriched GO terms for up- and downregulated DE genes (GOrilla).** Most of the enriched GO terms were identified with upregulated genes except for comparison of PND 14 and 17.
(TIFF) Click here for additional data file.

Figure S4 **Venn diagrams for biological process (A) and cellular component (B) GO terms for upregulated genes.** Most of the enriched GO terms were specific for the spermatogonia/spermatocyte transition. The terms enriched in all comparisons were related to male germ cell development and gamete generation.
(TIF) Click here for additional data file.

Table S1 **Twenty highest expressed genes at different time points during the first wave of spermatogenesis.**
(DOCX) Click here for additional data file.

Table S2 **Upregulated genes in comparison of PND14 and 17.**
(XLSX) Click here for additional data file.

Table S3 **Genes with differential promoter usage associated with specific GO terms.**
(XLSX) Click here for additional data file.

Table S4 **Genes identified specifically as differential expressed at isoform level.** Genes in enriched GO terms are highlighted.
(DOCX) Click here for additional data file.

Table S5 **Upregulated DE lncRNAs in analysed comparisons.**
(XLSX) Click here for additional data file.

# Supplementary material for: Transcriptome Profiling of the Murine Testis during the First Wave of Spermatogenesis
**Source:** PLoS One. 2013 Apr 17;8(4):e61558. doi: 10.1371/journal.pone.0061558
**Supplement:** Table S1 — Twenty highest expressed genes at different time points during the first wave of spermatogenesis.

| **PND7** | **PND14** | **PND17** | **PND21** | **PND28** |
| --- | --- | --- | --- | --- |
| mt-Rnr2 | mt-Rnr2 | mt-Rnr2 | mt-Rnr2 | mt-Rnr1 |
| mt-Rnr1 | 7SK | RNase_MRP | mt-Rnr1 | RNase_MRP |
| RNase_MRP | Y_RNA | mt-Rnr1 | RNase_MRP | Tnp1 |
| AC102570.1 | RNase_MRP | mt-Tm | mt-Tm | Ldhc |
| mt-Co1 | mt-Rnr1 | Hist1h2ba | mt-Tl1 | mt-Tm |
| mt-Nd1 | mt-Tm | mt-Tl1 | Hist1h2ba | Tnp2 |
| U4atac | Hist1h2ba | Hist1h1a | Ldhc | Prm1 |
| mt-Cytb | Hist1h1a | Snhg1 | mt-Co1 | Fabp9 |
| Malat1 | mt-Tl1 | mt-Co1 | mt-Nd1 | Hist1h2ba |
| mt-Tl1 | mt-Co1 | Rps8 | mt-Tv | Gstm5 |
| mt-Tm | mt-Nd1 | mt-Nd1 | Fabp9 | Fhl4 |
| Gas5 | Snhg1 | Gas5 | mt-Cytb | Crisp2 |
| Hist1h1a | mt-Cytb | mt-Tv | Mael | Spata4 |
| mt-Nd2 | Gas5 | Ldhc | Fhl4 | Mael |
| Snhg1 | AC087117.3 | Defb19 | Hist1h1a | mt-Tl1 |
| Tmsb4x | SCARNA6 | mt-Cytb | Phf7 | Phf7 |
| mt-Tv | Gm12260 | Cst9 | Gstm5 | Meig1 |
| Hist1h2ba | mt-Tv | Hist1h1t | Spata4 | Dbil5 |
| mt-Nd4 | Rps8 | Hspa5 | Crisp2 | Ropn1l |
| Aard | Defb19 | Rps3 | Rps8 | Csda |

# Supplementary material for: Transcriptome Profiling of the Murine Testis during the First Wave of Spermatogenesis
**Source:** PLoS One. 2013 Apr 17;8(4):e61558. doi: 10.1371/journal.pone.0061558
**Supplement:** Table S4 — Genes identified specifically as differential expressed at isoform level. Genes in enriched GO terms are highlighted.

| **PND7/14** | **PND14/17** | **PND17/21** | **PND21/28** |
| --- | --- | --- | --- |
| Lasp1 | Slc30a1 | Nudt4 | Arpc5 |
| Smc6 | *Hnrnph1* | Entpd4 | Kdelc1 |
| Erbb2ip | *Smg6* | Sqle | Usp34 |
| Ngly1 | Atad5 | Rai14 | Ppp2ca |
| Eif4g1 | Acly | Phyhd1 | Tmed4 |
| Eif4a2 | Fut8 | Piwil1 | Pex13 |
| Brwd1 | Arf4 | Stk33 | Med24 |
| Ythdf1 | Basp1 | Myo9a | Nploc4 |
| Skil | Ywhaz |  | Cenpp |
| D4Wsu53e | Zfp706 |  | Arf4 |
| Ints8 | Ifnar1 |  | Rnf17 |
| Rras2 | Odf2 |  | Entpd4 |
|  | Prpf6 |  | Oxr1 |
|  | Eps15 |  | Rpl35a |
|  | Zfp292 |  | Gtf2e1 |
|  | Vcp |  | H2-K1 |
|  | Alg2 |  | Znrd1 |
|  | Kit |  | Atg12 |
|  | Hnrnpd |  | Actr1a |
|  | Dusp11 |  | Fam107b |
|  | Kras |  | Cdan1,Ttbk2 |
|  | C80913 |  | Smc4 |
|  | Adam32 |  | Exosc10 |
|  | Usp9x |  | Eif3i |
|  | Gata1 |  | Pmpcb |
|  | Acsl4 |  | Cdkl2 |
|  |  |  | Chchd2 |
|  |  |  | Necap1 |
|  |  |  | Tra2a |
|  |  |  | Rnf181 |
|  |  |  | Uba3 |
|  |  |  | Xrra1 |
|  |  |  | Oat |
|  |  |  | 6430531B16Rik |
|  |  |  | Siah1a |

| protein binding |
| --- |
| protein domain specific binding |
| nucleotide binding |
| *telomeric DNA binding* |

How the deposited data were processed for this re-analysis (not part of the article)

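The authors sequenced RNA depleted of ribosomal RNA as reads of 50 bp on the SOLiD 4, aligned them to mm9 with LifeScope v2.1, removed reads of ribosomal RNA, transfer RNA and repeats and reads with more than 10 alignments, and deposited for each Ensembl gene the count of unique reads on its exons. The authors also deposited an RPKM for each gene, which divides the count by the length of the exons and by the number of counted reads of the library. The paper's text does not name whether strand was used in counting. No read was aligned or counted again here.

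The 12 deposited libraries list 37675 genes each, of which 37310 were found in the annotation and 365, all with 0 counts, were not. Each PND 7 mouse was sequenced under 2 barcodes, whose counts were summed and whose RPKM values were averaged, which gave 10 mice with 2 at each of 5 ages. The total count of a mouse lay between 3994026 and 13559548, with a median of 7103531. Small structural RNAs, 3301 genes listed and 1209 with a count, are the genes whose symbol is that of a small nucleolar, Cajal body or U-type nuclear RNA, 7SK, Y RNA or the RNA of RNase P or RNase MRP. There were 37 mitochondrial genes.

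Counts were analysed with edgeR 4.0.16 in R 4.3.3, with TMM normalization, filterByExpr and quasi-likelihood tests on a fit of all 10 mice. The common dispersion was 0.0726 and the prior degrees of freedom 5.82. DE genes had a Benjamini-Hochberg adjusted p under 0.05, taken over all genes tested in a comparison, and a fold change of at least 2. The deposited RPKM values were analysed as log2(RPKM + 1) with limma 3.58.1 under the paper's criteria. These were read as an unadjusted p of at most 0.01, at least a 2-fold change and at least 10 RPKM difference. DESeq2 1.42.0 was an alternative. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

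Genes named in the text are those that the paper names and members of the families. Further genes were taken by rule, the 3 with the largest rise and the 3 with the largest fall in edgeR's fitted log2 fold change. The rule covered the DE genes of a comparison with a mean of at least 10 CPM over all 10 mice. It required no overlap between the mice of the 2 ages. CPM values use the TMM scaled library sizes. A group with 0 counts was given a floor of 3 counts over both of its mice together, and its fold change is stated as a lower bound. The 14 families were lists of symbols or symbol prefixes, tested with limma's camera at a preset correlation of 0.01, with fry and with camera at an estimated correlation, each adjusted over 56 tests. Correlations used log2(RPKM + 1) over genes with a count in any library, and clustering used Euclidean distance with complete linkage.

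The alternatives were DESeq2, RLE or library totals for scaling, other filters on low counts, only the 4 mice of a comparison, mouse number as a block, separate PND 7 barcodes, other pseudocounts and thresholds, leaving out small structural RNAs and mitochondrial genes, and leaving out each mouse in turn. A single pair of mice was added after the values were seen.

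The scripts were tested on simulated data in which 200 genes were changed 4-fold. edgeR called 122, 119, 111 and 114 of these in the 4 comparisons in order of age, with 10, 8, 9 and 6 unchanged genes called. The shared ages of comparisons were checked in 20 simulated sets without change.

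GO and KEGG enrichment, isoforms and the long non-coding RNAs of other databases were not analysed here. With 2 mice per age, outliers were not tested for within an age.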

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

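All tests of this part were chosen after the result was seen.

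PND 14 mouse 1 carried transcripts of late spermatids at a higher level than the other PND 14 mouse. The pattern was followed in 50 genes chosen without using this mouse, which had under 1 CPM in each PND 7 and PND 17 mouse and in PND 14 mouse 2, under 3 CPM in the PND 21 mice and over 30 CPM in both PND 28 mice, with CPM taken over library totals. All 50 had a count in PND 14 mouse 1 and 26 had one in PND 14 mouse 2. The median gene stood at 4.75% of its PND 28 level in PND 14 mouse 1 (quartiles 3.54% and 5.32%) and at 0.144% in PND 14 mouse 2, whose level is low by the choice of the genes. The median level was 2.82 CPM in PND 14 mouse 1, 1.02 CPM at PND 21 and 60.3 CPM at PND 28. Summed over the 50 genes, PND 14 mouse 1 had 4.616% of the PND 28 level, the PND 21 mice 1.987% and 1.641%, and the PND 17 mice 0.306% and 0.354%.

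RNA, cells or reads of an older testis mixed into this library could give such a pattern, and the test of it could not tell. A mix with PND 28 material would bring genes that appear at PND 21 to the same share of their PND 28 level. In 44 such genes, with over 10 CPM at PND 21 and less than 6 times that at PND 28, the share was 2.69% (quartiles 2.0% and 3.69%), beside the 4.75% above. The source of the transcripts is therefore open.

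A testis advanced as a whole to the stage of PND 21 is unlikely. The 44 genes that appear at PND 21 stood at 12.4% of their PND 21 level in PND 14 mouse 1. Genes that appear only at PND 28 stood above their PND 21 level. However, these genes were chosen for a low level at PND 21, which favours this result. For genes chosen this way a smaller advance is therefore not ruled out. *Prm1*, *Tnp1* and *Tnp2*, not chosen by that rule, had 52.7, 55.6 and 35.5 normalized CPM in PND 14 mouse 1. Their PND 21 means were 6.185, 11.17 and 10.75 CPM. A smaller advance would keep them at or below the PND 21 level, so these values argue against it for these genes. *Spata19*, *Tcp11* and *Spata24*, which the paper lists with them, lay below their PND 21 means. The paper chose all of these on samples that include this mouse. A mislabelled PND 28 sample is unlikely too, since the highest r of PND 14 mouse 1 with a PND 28 mouse was 0.828, against 0.963 with PND 14 mouse 2. Depth is not a likely cause, since the total counts of the PND 14 libraries differed by a ratio of 1.09.

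The consequence for other results is large where late spermatid genes are counted at PND 14. Of the 2275 genes called higher in PND 7/14 by edgeR, 187 were more than 5 times higher in PND 14 mouse 1 than in mouse 2, and 16 the other way.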

How the results depend on the processing

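The settings below were set before the results were known, except for 1 pair of mice, which was chosen after the values were seen. Of 25 main results, 8 stayed the same in every setting, and of 151 settings 107 left the result the same and 44 moved it. Where a value moved, the cause was not tested unless it follows from how the setting is built.

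DE genes by edgeR in PND 7/14 were 3191 in the main analysis, 1841 for genes with at least 10 counts in every mouse, 2034 with only the 4 mice of the comparison and 1599 at an adjusted p under 0.01. In PND 14/17 the 0 calls became 1 with DESeq2 and 357 without the filter on low counts. In PND 17/21 the 1743 became 771 for genes with at least 10 counts in every mouse and 567 at an adjusted p under 0.01. In PND 21/28 the 1292 became 1970 without the filter, 557 for genes with at least 10 counts in every mouse and 620 at an adjusted p under 0.01. Fewer calls at a stricter threshold or in fewer genes follow from the setting. With mouse number as a block the numbers were 2947, 0, 1571 and 1123. The difference between mouse 1 and mouse 2 correlated across genes between ages at -0.17 to 0.343 in 10 pairs of ages. It was above 0.1 in 2 of these pairs and highest between PND 14 and 21, so the mouse numbers do not pair the animals across all ages.

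Under the paper's criteria, PND 7/14 had 978 DE genes, 510 with only the 4 mice, 603 with an adjusted p and 2352 without the 10 RPKM. PND 14/17 had 4, and 1 with a pseudocount of 0.1, 1 with only the 4 mice, 7 with separate PND 7 barcodes, 0 with an adjusted p and 60 without the 10 RPKM. PND 17/21 had 772, and 235 with only the 4 mice, 66 with an adjusted p and 1650 without the 10 RPKM. PND 21/28 had 845, and 523 with a pseudocount of 0.1, 421 with an adjusted p and 1567 without the 10 RPKM.

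Genes with a fold change of 2 and 10 RPKM in PND 14/17 were 76 with both mice per age, 49 without small structural RNAs and mitochondrial genes, from 31 to 461 with a mouse left out, and 315 for PND 17 mouse 2 against PND 14 mouse 1 with a pseudocount of 2, a setting chosen after the values were seen. In PND 17/21 they were 1098, and from 713 without PND 21 mouse 1 to 1825 without PND 21 mouse 2.

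The lowest replicate correlation was 0.951, and 0.915 with a pseudocount of 0.1, 0.969 for RPKM without log, 0.898 with Spearman and 0.938 for genes with at least 1 RPKM in 2 mice. The highest was 0.98, and 0.954 with a pseudocount of 0.1 and 0.938 with Spearman. Expressed genes were 26788, and 13499 when a count in every library was required, which follows from the rule. Of the highest expressed genes 17 were in Table S1, and 41 by mean CPM and 55 without small structural RNAs.

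All 68 genes of Table S2 with a unique symbol were higher at PND 17, and with a mouse left out from 39 without PND 14 mouse 1 to 68 without PND 14 mouse 2. Of the Table S4 genes 3 were called by edgeR and 0 by the paper's criteria. Family tests under 0.05 were 34 with camera, 18 with fry and 0 with camera at an estimated correlation. Of 164 alternative family tests 111 stayed the same, 52 were weaker and 1 was stronger. The weaker ones include the Sertoli family in PND 7/14 without small structural RNAs (adjusted p = 0.0576 with limma's camera), and the stronger one was the cell cycle family in PND 7/14, with 0.00732 under fry against 0.297 under camera. Camera and fry ask different questions, since fry does not set a family against the other genes, so this difference is not one of strength alone.

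For named genes there were 70 results and 417 alternative tests, of which 406 were the same, 1 weaker, 4 stronger and 6 reversed. The reversed results were small and none was called. *Pla2g4a* in PND 21/28 had a log2 fold change of -0.045, and 0.02 with DESeq2 and 0.022 with RLE. *Amh* in PND 17/21 had 0.107, and -0.004 with library totals. *Vcam1* in PND 21/28 had 0.06, and -0.137 with library totals, -0.052 with only the 4 mice and -0.019 without small structural RNAs and mitochondrial genes. *Cstl1* in PND 21/28 was not called by DESeq2 (10.44, adjusted p = 0.164). With a mouse left out, 227 of 280 results were the same, 53 moved and 0 changed the sign of a called result. Results that were not called did change sign, such as *Prm1* in PND 14/17 without PND 14 mouse 1, from -4.40 to 0.27.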

Differences from the paper's values

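The tests of this part used settings that were set before the data were examined, except for the single pair of mice and the amount added to the RPKM for Table S2, which were chosen after seeing the values. The main analysis here is the paper's criteria applied to both mice of each age.

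For PND 14/17 the paper gives 136 DE genes, 100 up and 36 down, and the values here were 4, 3 and 1. Of the alternatives set before the data were examined, those that kept the test with a p stayed below the paper's numbers under these criteria, with at most 60, 42 and 18 on leaving out the 10 RPKM. The size criteria without a p gave 76, 58 and 18, and with a pseudocount of 0.1 they gave 80, 62 and 18. Without PND 14 mouse 2 they passed the paper's numbers, with 461, 353 and 108. Without PND 17 mouse 2 they gave 216, 191 and 25, without PND 17 mouse 1 they gave 57, 26 and 31, and without PND 14 mouse 1 they gave 31, 17 and 14. The edgeR calls without the filter on low counts were 357, with 148 up and 209 down. The ratio of PND 17 mouse 2 to PND 14 mouse 1, chosen after seeing the values, gave 315 genes, 224 up and 91 down.

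For PND 17/21 the paper gives 63 DE genes down and the value here was 133. Among the alternatives set before the data were examined, using only the 4 mice gave 57, but it gave 178 up and 235 in total, farther from the paper's 665 and 728 than the 639 and 772 of the main analysis. For PND 21/28 the paper gives 68 down and the value here was 24, while quantile normalization gave 61 and leaving out the 10 RPKM gave 89. Both moved the other counts away from the paper's 906 in total and 838 up, with 737 and 676 for quantile normalization and 1567 and 1478 without the 10 RPKM, against 845 and 821 in the main analysis. The size criteria without a p and without small structural RNAs and mitochondrial genes gave 54 down, 921 up and 975 in total. In other calls, 50 genes were down by edgeR out of 1292, 61 out of 1394 with no fold change minimum, 88 out of 1280 without small structural RNAs and mitochondrial genes, and 62 out of 1491 by DESeq2.

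The paper's lowest replicate correlation is 0.97 and the value here was 0.951. RPKM without log, set before the data were examined, gave 0.969.

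The paper's Table S2 gives a log2 fold change of 1.125 for *Vcam1*, 1.943 for *mt-Tl1* and 1.962 for *mt-Tm*, and the means of both mice gave 0.631, 0.502 and 0.797 with 2 added to each mean RPKM, an amount chosen after seeing the values. Within the replicate SD (log2 scale, 0.387 for *Vcam1*, 1.119 for *mt-Tl1* and 1.137 for *mt-Tm*) of the paper's value were the edgeR fits set before the data were examined for *Vcam1*, with 0.759, and *mt-Tm*, with 0.84, but not for *mt-Tl1*, with 0.548. Values of the alternatives to the edgeR fit set before the data were examined are at hand by gene for *Vcam1* only. Within its SD of the paper's value were DESeq2, RLE, only the 4 mice, mouse number as a block, leaving out small structural RNAs and mitochondrial genes, leaving out PND 14 mouse 2 (1.024) and leaving out PND 17 mouse 1 (1.099). Outside it were library totals, leaving out PND 14 mouse 1 (0.522) and leaving out PND 17 mouse 2 (0.327). The ratio of PND 17 mouse 2 to PND 14 mouse 1 with 2 added to each RPKM, chosen after seeing the values, gave all 3.

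Statements of the paper on genes, order or direction that came out otherwise include the following. The paper states that samples clustered by sample group, and 3 of 5 ages did here. The paper states the highest difference for PND 21/28, and here PND 7/14 had more DE genes, 978 by the paper's criteria and 3191 by edgeR, while using only the 4 mice with the paper's criteria gave 510 and 676. The paper ranks the overlap of PND 17/21 with PND 21/28 highest, and by edgeR it was 569 genes against 866 for PND 7/14 with PND 17/21, while by the paper's criteria it was 200 against 178. The paper lists 6 genes up in all comparisons, and *Prm1*, *Tnp2* and *Tnp1* were not called in PND 17/21 by edgeR but were with only the 4 mice. Of the 68 genes of the paper's Table S2 with a unique symbol, edgeR called 0 and the paper's criteria 2. Of the 100 entries of the paper's Table S1, 17 were among the highest genes here, and 55 without small structural RNAs.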

Other observations

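The tests on small structural RNAs and intron reads were planned, while the mouse pair in the swap test and the test of the Table S2 ratio were chosen after the result was seen.

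The rise of small structural RNAs from PND 14 to 17 rested on PND 14 mouse 1. Over 367 genes the median difference in mean log2 CPM was 0.61 with both mice and -0.09 with PND 14 mouse 1 left out, and PND 14 mouse 2 lay 1.49 above mouse 1. The fold changes fitted by edgeR, a different measure, had medians of 0.50 and -0.06 over these genes. In the median, PND 14 mouse 2 did not lie below the PND 17 mice. A different recovery of small RNA in PND 14 mouse 1 could give this value, but so could any other cause confined to that mouse, technical or biological, and the cause stays open.

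A difference in recovery of small RNA does not account for the mixing of PND 14 and 17 in the clustering. Without small structural RNAs and mitochondrial genes, 1 PND 14 library had the other PND 14 library as its nearest, and a difference in recovery could explain the mixing only if both had. A swap of a PND 14 and a PND 17 mouse could not be told apart from close ages. Of 1397 genes raised from PND 7 to 21, 61.3% were higher in PND 14 mouse 2 than in PND 17 mouse 2, the pair with the highest value after all were seen, and the other pairs gave 21.0%, 38.5% and 13.2%.

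The share of intron reads in the paper's Table 1 differed most between the mice of PND 14, with 22.9% in mouse 1 against 12.0%, and of PND 21, with 17.7% in mouse 1 against 8.6%. At the other ages it was close, with 28.4% against 27.6% at PND 7, 9.4% against 8.8% at PND 17 and 7.7% against 7.6% at PND 28. The shares were taken as the passing reads that Table 1 does not count on exons or between genes, since its intron count for PND 17 mouse 2 appears to lack a digit as printed. At 5 of 5 ages the mouse with more intron reads had more of the nuclear RNA *Malat1* and a lower share of mitochondrial RNA. *Malat1* had 672.7 against 240.8 RPKM at PND 14 and 420.4 against 100.0 RPKM at PND 21, while the mitochondrial share was 25.4% against 25.7% at PND 14 and 17.5% against 27.6% at PND 21. A larger share of unspliced or nuclear RNA could give this order at 5 ages, but several of the differences were small and the mitochondrial share hardly moved at PND 14, so it stays open.

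The fold changes of the paper's Table S2 matched the ratio of 1 mouse of each age, PND 17 mouse 2 to PND 14 mouse 1, with a largest log2 difference of 0.000497 over 68 genes. No other pair and not the ratio of the means came within 0.001 for any of the 68.

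Genes with a mean above 1 RPKM were 13461, 14106, 13675, 13918 and 13973 in the order of the ages.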
